# An engineered niche delineates metastatic potential of breast cancer

**DOI:** 10.1002/btm2.10606

**Published:** 2023-09-29

**Authors:** Sophia M. Orbach, Christian Y. DeVaull, Elizabeth J. Bealer, Brian C. Ross, Jacqueline S. Jeruss, Lonnie D. Shea

**Keywords:** breast cancer, early detection, engineered diagnostics, gene signature

## Abstract

Metastatic breast cancer is often not diagnosed until secondary tumors have become macroscopically visible and millions of tumor cells have invaded distant tissues. Yet, metastasis is initiated by a cascade of events leading to formation of the pre‐metastatic niche, which can precede tumor formation by a matter of years. We aimed to distinguish the potential for metastatic disease from nonmetastatic disease at early times in triple‐negative breast cancer using sister cell lines 4T1 (metastatic), 4T07 (invasive, nonmetastatic), and 67NR (nonmetastatic). We used a porous, polycaprolactone scaffold, that serves as an engineered metastatic niche, to identify metastatic disease through the characteristics of the microenvironment. Analysis of the immune cell composition at the scaffold was able to distinguish noninvasive 67NR tumor‐bearing mice from 4T07 and 4T1 tumor‐bearing mice but could not delineate metastatic potential between the two invasive cell lines. Gene expression in the scaffolds correlated with the up‐regulation of cancer hallmarks (e.g., angiogenesis, hypoxia) in the 4T1 mice relative to 4T07 mice. We developed a 9‐gene signature (*Dhx9*, *Dusp12*, *Fth1*, *Ifitm1*, *Ndufs1*, *Pja2*, *Slc1a3*, *Soga1*, *Spon2*) that successfully distinguished 4T1 disease from 67NR or 4T07 disease throughout metastatic progression. Furthermore, this signature proved highly effective at distinguishing diseased lungs in publicly available datasets of mouse models of metastatic breast cancer and in human models of lung cancer. The early and accurate detection of metastatic disease that could lead to early treatment has the potential to improve patient outcomes and quality of life.

**Translational Impact Statement**

Metastatic breast cancer is often not diagnosed until secondary tumors have become macroscopically visible and millions of tumor cells have invaded distant tissues. We used a porous, polycaprolactone scaffold, that serves as an engineered metastatic niche, to distinguish early metastatic disease from invasive, non‐metastatic cancer. The early and accurate detection of metastatic disease that could lead to early treatment has the potential to improve patient outcomes and quality of life.

## 1 INTRODUCTION

Approximately 4% of women in the United States will develop metastatic breast cancer, which has a 10‐year survival rate of less than 15%.^1^, ^2^, ^3^ A major inhibitory factor toward improving these outcomes is an inability to detect metastatic disease prior to macroscopic secondary tumor formation, at which point millions of tumor cells have colonized distant sites.^4^, ^5^, ^6^ Secondary tumor formation requires cancer cells to complete a complex series of events referred to as the metastatic cascade.^7^ Cancer cells must invade neighboring tissue from the primary tumor, intravasate, survive in circulation, extravasate to a secondary site, and then colonize and proliferate at that site to form a metastatic tumor. Identification of systemic markers correlating with these events could be the key to early detection, thus earlier treatment, of metastatic breast cancer. Furthermore, an ability to distinguish metastatic from nonmetastatic disease could improve patient‐specific therapy to avoid over‐ or under‐treatment.

Currently, in clinical disease, the primary tumor is analyzed following surgical resection and is used to assess the risk of recurrence. However, the analysis of these tumors has severe limitations, as the primary tumor microenvironment can be distinct from the metastatic environment.^8^, ^9^ Liquid biopsy has been increasingly employed for detection of metastatic cancer.^6^, ^7^, ^10^, ^11^ Elevation of blood biomarkers, such as circulating tumor cells, cell‐free circulating tumor DNA, and exosomes, have been correlated with increased risk of metastatic disease.^6^ Yet, reports show high variability and inconsistency in the clinical interpretation of these metrics. Furthermore, as only ~0.01% of circulating tumor cells have metastatic potential,^6^ liquid biopsy has limited capacity to identify invasive cancers with immediate risk for metastatic tumor formation. More recent research studies have probed blood for immune cell (e.g., neutrophil‐to‐lymphocyte ratio) and gene‐based signatures to classify disease stage and outcomes.^6^ While such signatures show promise in delineating cancer from benign lesions or early‐stage from late‐stage disease,^12^, ^13^, ^14^, ^15^, ^16^ blood analyses often misrepresent tissue cell populations and phenotypes.^6^ As metastatic development is dependent on the local microenvironment, these analyses do not identify biomarkers associated with the metastatic niche.

A microenvironment‐based signature has the potential to identify the initiation of metastases prior to the arrival of cancer cells at a secondary site. Tumor signaling induces localized changes that prime the microenvironment to support metastatic development.^17^ Once this pre‐metastatic niche has developed, secondary tumors can develop from aggressive circulatory cells or dormant cells that survived treatment.^18^ Without the pre‐metastatic niche, the likelihood of metastasis drastically decreases, even with high levels of circulating tumor cells.^18^ Currently, the assessment of endogenous tissues for biomarkers of metastatic disease occurs only after tumors have been detected due, in part, to the risk of biopsy for vital organs. Engineered diagnostics are being developed to identify peripheral biomarkers that would be present within visceral organs typical of metastasis (e.g., lungs and livers).^6^ Such engineered diagnostics in breast cancer have typically been functionalized with signaling molecules to a specific microenvironment (primarily bone)^19^, ^20^, ^21^, ^22^ or loaded with drugs as a therapeutic alternative.^23^, ^24^ We have designed a naked, porous, polycaprolactone scaffold that acts as a synthetic metastatic niche in mouse models of breast and pancreatic cancer.^25^, ^26^, ^27^, ^28^, ^29^, ^30^ The scaffolds, when implanted subcutaneously, recruit aggressive populations of tumor cells prior to their detection at native metastatic sites.^27^, ^28^ This recruitment was marked by concomitant changes in immune cell types such as an increase in neutrophils in breast cancer and increases in monocytes and CD4+ T cells in pancreatic cancer.^28^, ^29^, ^31^ Analysis of the microenvironment at the scaffold more successfully predicted disease progression and recurrence than either the blood or primary tumor.^28^, ^29^

We employed the scaffold technology to analyze the microenvironment and determine its capacity to delineate metastatic cancer from nonmetastatic disease. Murine cell lines 67NR, 4T07, and 4T1 were derived from a single spontaneous breast tumor in a BALB/cfC3H mouse, each correlating with a different stage of the metastatic cascade.^32^, ^33^, ^34^ The 67NR cell line is nonmetastatic, tumor cells do not invade beyond the primary location. The invasive 4T07 cell line is also considered nonmetastatic; tumor cells are identified in distant tissues but do not colonize nor proliferate at these sites. The 4T1 cell line is highly metastatic, primarily to the lung. These cell lines have been widely studied to understand the biology of cancer cells throughout the metastatic cascade.^35^, ^36^, ^37^, ^38^, ^39^, ^40^, ^41^ Herein, we investigated the impact of these sister cell lines on the microenvironment of the native and synthetic metastatic niche to distinguish metastatic from nonmetastatic disease. We developed a 9‐gene signature that effectively identifies metastatic potential of triple‐negative breast cancer throughout the progression of disease.

## 2 RESULTS

We aimed to identify a microenvironment‐based multivariate signature that delineates metastatic potential in early breast cancer. As our research group has previously published a scaffold‐derived 10‐gene signature for metastatic progression and therapeutic resistance,^29^ we began by applying a known signature to this system. 

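Scaffold expression of the earlier 10-gene signature was taken from RNA sequencing of scaffolds explanted 14 days after inoculation from 3 healthy control mice and from 3 mice each with 67NR, 4T07 and 4T1 tumors. The authors deposited counts per gene symbol without normalization, and the 12 scaffold libraries held a median of 6115463.5 counts, with 8175380 in the largest. Log2 fold changes against the control scaffolds were estimated with edgeR after TMM normalization, over the 22156 genes with more than 10 counts in the 12 scaffolds together. Bmp15 had 10 counts in all and was therefore not tested. Across the other 9 genes, log2(4T07/control) and log2(4T1/control) had a Pearson's r of 0.970 and a Spearman's rho of 0.933, with r² = 0.940. This correlation is across genes, which are not independent replicates, and both ratios are taken against the same control scaffolds. When the ratios of 4T07 and 4T1 used different control scaffolds, r² averaged 0.818 over the 6 ways of dividing them, from 0.725 to 0.899, the largest change under any alternative that was tried. Elane had no counts in the control scaffolds. Its levels of 11.1 ± 14.3 CPM (counts scaled to a library total of 1e6; SD, n = 3) in the 4T07 scaffolds and 6.21 ± 6.12 CPM in the 4T1 scaffolds were at least 21.2-fold and at least 11.8-fold higher than the 3 counts taken as the smallest level a library can show. The log2 fold change of Camp was 5.703 in 4T07 scaffolds (standard error 0.85, adjusted p = 9.28e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.62 in 4T1 scaffolds (standard error 0.85, adjusted p = 0.192 from the same test). Ltf rose by 5.27 and 3.35 on the log2 scale in the 2 lines, S100a8 by 2.01 and 1.44, S100a9 by 2.22 and 1.49, Chil3 by 2.61 and 1.098, and Pglyrp1 by 1.38 and 0.90, whereas Ccr7 fell by 1.27 and 0.54 and Ccl22 fell by 0.90 and 0.69. With an adjusted p under 0.10 and a fold change over 2, 8 of the 9 genes passed in 4T07 against control scaffolds and none passed in 4T1 against control scaffolds, where the adjusted p-values lay between 0.192 and 0.621. The direct comparison of 4T1 with 4T07 scaffolds gave adjusted p-values between 0.143 for Camp and 0.846 for Ccl22. The 4T07 scaffolds differed widely among themselves, with Camp at 113 ± 129 CPM (SD, n = 3) against 25.8 ± 17.1 CPM in the 4T1 scaffolds. All 9 changes were larger in size in 4T07 than in 4T1 scaffolds, but only 5 of them without the 4T07 scaffold of library 22.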

Interestingly, the expression of each gene in the 10‐gene signature (*Bmp15* was not identified) was highly correlated between scaffolds from the 4T07 and 4T1 mice (Figure S1) indicating that the previous signature was limited in its ability to delineate metastatic potential of invasive cancer. Therefore, we initiated new analyses centered on differentiating metastatic and nonmetastatic breast cancer.

### 2.1 The primary tumor microenvironment poorly correlates with metastatic potential

Primary tumors are often the most accessible disease‐relevant tissue, and analysis of this tissue is used for most clinical decision‐making. Hence, we first analyzed the immune cell composition and gene expression within the 67NR, 4T07, and 4T1 primary tumors. Fourteen days post‐inoculation, the 67NR tumors had a distinct composition of innate immune cells (Figure 1a). Specifically, F4/80 + CD11b + macrophages comprised 48% of the immune cells in the 67NR tumors, which was approximately 3.5‐fold higher than the invasive counterparts. Furthermore, the 67NR tumors had essentially no CD11c + F4/80‐ dendritic cells (0.16%), approximately four‐fold fewer Gr1 + CD11b + neutrophils, and approximately two‐fold fewer CD4+ T Cells. High densities of tumor‐associated macrophages, neutrophils, and CD4+ T cells have typically been associated with poor prognosis in breast cancer.^42^, ^43^, ^44^ These data indicate that neutrophil and lymphocyte invasion may play a more predominant role in metastatic progression. In contrast, immune compositions of 4T07 and 4T1 tumors were highly comparable, with similar fractions of CD11c + F4/80‐ dendritic cells, F4/80 + CD11b + macrophages, and CD4+ T cells. Although there were 3.2‐fold more CD8+ T cells in the 4T07 tumors (*p* = 0.16) and 3.1‐fold more CD49b + natural killer (NK) cells in the 4T1 tumors (*p* = 0.34), these differences were not significant due to increased variability of these low‐density populations.

**FIGURE 1:**
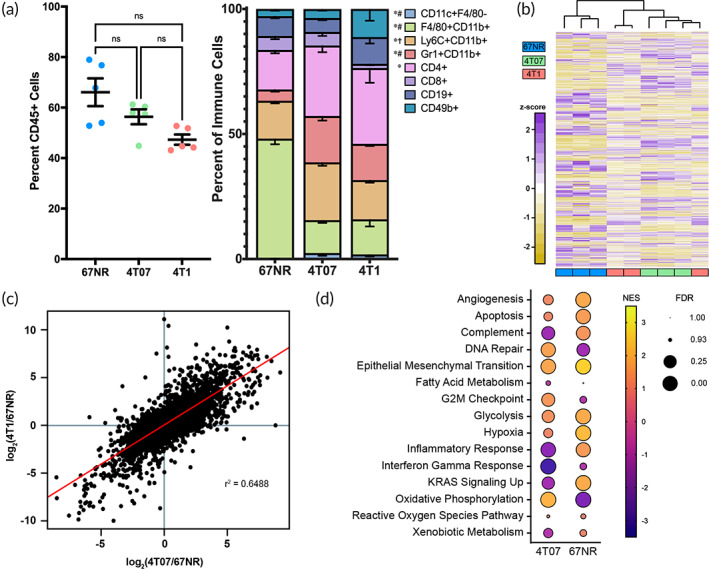
Cellular and genetic distributions of 67NR, 4T07, and 4T1 primary tumors. (a) Immune cell populations in the primary tumor are similar between the 4T07 and 4T1 tumors. Measured populations were total immune cells (CD45+), dendritic cells (CD11c + F4/80‐), macrophages (F4/80 + CD11b+), monocytes (Ly6C + CD11b+), neutrophils (Gr1 + CD11b+), CD4+ T cells (CD4+), CD8+ T cells (CD8+), B cells (CD19+), and NK cells (CD49b+), *p < 0.05 between 67NR and 4T07 tumors, ^#^ *p* < 0.05 between 67NR and 4T1 tumors, ^†^ *p* < 0.05 between 4T07 and 4T1 tumors. (b) Gene expression of the primary tumors separates 67NR (blue) from 4T07 (green) and 4T1 (red) tumors. (c) Correlation between changes in expression between both invasive tumors and the 67NR tumors. (d) Hallmark signaling pathways between 4T1 tumors and either 67NR or 4T07 tumors as determined through Gene Set Enrichment Analysis, NES = normalized enrichment score, FDR = false discovery rate, *n* = 3 (panels b‐d) or 5 (panel a) mice per condition.

The distinct differences between the 67NR tumor and 4T07/4T1 tumors in the immune cells were also seen in gene expression. 

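RNA from the primary tumors of 3 mice per line, explanted on day 14, was sequenced from QuantSeq libraries, which read the 3′ ends of transcripts. The 9 tumor libraries held between 3542368 and 5511691 counts on genes, with a median of 3574544 in 67NR, 4982800 in 4T07 and 4878549 in 4T1 tumors. At these totals, 3 counts correspond on average to 0.831 CPM in 67NR, 0.664 CPM in 4T07 and 0.604 CPM in 4T1 tumors. Levels below these floors rest on few counts. Folds against a group with no library above 3 counts are given as lower bounds. These floors cover counting error only. The deposited counts were kept for the 20508 genes with more than 10 counts over the 9 tumors, the filter given in the paper's methods, and the 3 lines were fitted together. The paper's thresholds for tumors, an adjusted p under 0.05 and a fold change over 2, were applied to edgeR's quasi-likelihood test, and DESeq2's Wald test, which the paper used, was run as an alternative. With 3 tumors against 3, an exact permutation test of a single gene cannot give a p under 0.1.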

Specifically, 67NR samples had 4364 and 3298 differentially expressed genes (adjusted *p*‐value <0.05 and fold change >2.0) relative to 4T07 and 4T1 samples, respectively (Figures 1b and S2). These differences were extensive and the 67NR primary tumors were isolated by the dendrogram. 

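Between 4T07 and 67NR tumors, 5937 genes passed the threshold, 3514 higher and 2423 lower in 4T07. Between 4T1 and 67NR tumors, 4244 genes passed, 2383 higher and 1861 lower in 4T1. DESeq2 gave 5233 and 3892 genes. The alternative that moved the counts most kept only genes with at least 10 counts in every tumor, which left 2721 and 1876 genes. The 3 tumors of each line did not overlap in 10517 genes (51.3%) for 4T07 and 9580 genes (46.7%) for 4T1, where chance alone gives 10%. Among the named genes, Tmprss11e was at 132 ± 11.5 CPM (SD, n = 3) in 4T1 tumors and had no counts in 67NR tumors, at least 159-fold higher. Nptx1 (81.6 ± 22.7 CPM) and Ibsp (72.1 ± 17.0 CPM) were at least 98.3-fold and at least 86.8-fold higher in 4T1 tumors, also with no counts in 67NR. In the opposite direction, 5930409G06Rik (32.4 ± 10.7 CPM in 67NR tumors) and 4930461G14Rik (22.0 ± 0.417 CPM) had no counts in 4T1 tumors, and were at least 53.7-fold and at least 36.4-fold lower. Pnma5 was at 362 ± 72.8 CPM in 67NR and 0.452 ± 0.260 CPM in 4T1 tumors, a log2 fold change of -9.71 (standard error 0.59, adjusted p = 1.26e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 4T07 against 67NR tumors, Krt76 (27.7 ± 13.6 CPM) and Zic5 (17.1 ± 3.57 CPM) were at least 33.3-fold and at least 20.6-fold higher. Prg2 was at least 86.0-fold higher, but its SD of 77.1 CPM exceeded its mean of 71.4 CPM in the 4T07 tumors. Rhox5 was at 798 ± 127 CPM in 67NR and 9.14 ± 8.90 CPM in 4T07 tumors, a log2 fold change of -6.66 (standard error 0.47, adjusted p = 8.67e-08 from the same test), and its level in 4T07 tumors ranged from 2.54 CPM to 19.3 CPM in library 31.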

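The tumors were clustered by complete linkage on the Euclidean distance of per-gene z-scores of the counts normalized by DESeq2, over all genes that passed the filter. The mean distance between 67NR and 4T07 tumors was 241 and between 67NR and 4T1 tumors 217, compared with 171 among the 67NR tumors, 158 among the 4T07 tumors and 129 among the 4T1 tumors. The 3 67NR tumors separated from the other 6 at the first branch of the dendrogram. They did so as well on log2 counts, with 1 minus Pearson's correlation as the distance, and with the 1000 genes of largest variance.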

There were 1469 such genes between the 4T07 and 4T1 samples and overall gene expression did not separate 4T07 and 4T1 primary tumors by dendrogram. 

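Between 4T1 and 4T07 tumors, 1766 genes passed the threshold, 784 higher and 982 lower in 4T1, and 1610 passed with DESeq2. The 3 tumors of one line did not overlap with the 3 of the other in 7363 genes (35.9%). The mean distance between 4T07 and 4T1 tumors in the dendrogram was 186. In this clustering and its 3 alternatives, the 3 4T07 tumors and the 3 4T1 tumors each formed a branch of their own. H19 rose in 4T1 tumors from 6.60 ± 0.879 CPM (SD, n = 3) in 4T07 to 1535 ± 147 CPM in 4T1, a log2 fold change of 7.92 (standard error 0.39, adjusted p = 1.09e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tmprss11e and Nptx1 were at least 199-fold and at least 123-fold higher in 4T1 than in 4T07 tumors. Krt76 and 4930519F16Rik (12.4 ± 2.25 CPM in 4T07) had no counts in 4T1 tumors, and were at least 45.9-fold and at least 20.6-fold lower. Csn2 fell by 7.65 on the log2 scale (standard error 0.77, adjusted p = 1.03e-05 from the same test), from a level in 4T07 tumors that ranged from 24.5 to 191 CPM. From the numbers of differentially expressed genes and the isolated 67NR branch, the paper concludes that the difference between the 67NR tumors and the 4T07 and 4T1 tumors in immune cells also appears in gene expression.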

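Across the 20508 genes tested in the tumors, log2(4T07/67NR) and log2(4T1/67NR) had a Pearson's r of 0.804 and a Spearman's rho of 0.785, with r² = 0.646. Over the 3020 genes past the threshold in both comparisons, r² was 0.873, and 3004 of these genes (99.5%) changed in the same direction in 4T07 and 4T1. Both correlations are across genes, which are not independent replicates. With DESeq2's fold changes, r² was 0.610 over all genes and 0.875 over 2760 genes. Both ratios share the 67NR tumors. With 4T1 as the shared reference instead, log2(4T07/4T1) and log2(67NR/4T1) had an r² of 0.0594 over all genes. Over the 791 genes past the threshold in both of those comparisons it was 0.524. This asks whether 4T07 and 67NR tumors differ from 4T1 tumors alike, so it is no test of the correlation above. When the ratios of 4T07 and 4T1 to 67NR used different 67NR tumors, r² averaged 0.338 over all genes and 0.762 over the same 3020 genes. This was the largest change of that correlation under any alternative.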

Unsurprisingly, a strong correlation was observed between gene expression of the invasive tumors relative to 67NR tumors (Figure 1c), which was further enhanced when only differentially expressed genes were considered (*r* ^2^ = 0.857; Figure S3). Merely six genes were up‐regulated in 4T07 tumors and down‐regulated in 4T1 tumors (*Aspg*, *Cmpk2*, *Csn1s1*, *Kcnh2*, *Phex*, *Speg*); four genes were down‐regulated in 4T07 tumors and up‐regulated in 4T1 tumors (*Acsbg1*, *Fam167a*, *Nhs*, *Ppp1r26*). 

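In the edgeR analysis, 8 genes were higher in 4T07 and lower in 4T1 than in 67NR tumors and 8 were lower in 4T07 and higher in 4T1, each with an adjusted p under 0.05 and a fold change over 2 in both comparisons. Of the 10 genes named by the paper, 9 were among these 16. Csn1s1 was not, since its adjusted p in 4T1 tumors was 0.0933. It was at 8.71 ± 7.89 CPM (SD, n = 3) in 4T07, 1.49 ± 0.603 CPM in 67NR and 0.273 ± 0.138 CPM in 4T1 tumors, where no library had more than 2 counts. With DESeq2, 12 genes were called, 8 and 4 in the 2 directions, and these included all 10 named genes. Fam167a was at 14.0 ± 2.18 CPM in 67NR, 1.14 ± 0.956 CPM in 4T07 and 49.6 ± 3.90 CPM in 4T1 tumors. Its log2 fold change was -3.83 in 4T07 (standard error 0.39, adjusted p = 2.09e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.62 in 4T1 (standard error 0.27, adjusted p = 2.89e-04 from the same test). Acsbg1 changed by -1.70 and 1.74 on the log2 scale and Nhs by -1.75 and 1.72. Cmpk2 changed by 1.06 and -1.03, Phex by 1.48 and -1.65, and Speg by 1.51 and -1.43. Aspg rose to 12.2 ± 1.95 CPM in 4T07 tumors and was at least 3.94-fold lower in 4T1 than in 67NR tumors, and Kcnh2 rose to 8.89 ± 2.69 CPM and was at least 4.75-fold lower. Ppp1r26 was higher in 4T1 tumors (12.8 ± 2.23 CPM), but at 0.635 CPM in 67NR and 0.0941 CPM in 4T07 tumors its fall in 4T07 lay near the floor of 3 counts, and no fold is given for it. The 7 further genes called here were Cxcr3, Gm26877, Gm34667, Gm42759, Gm5694, Usp11 and Whrn.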

Interestingly, the most differentially expressed genes between each tumor directly correlated with the most differentially expressed genes in the cultured cell lines, suggesting these changes were a result of differences in the cell lines rather than the microenvironment (Figure S4).

We further analyzed enriched pathways in primary tumors to assess if gene expression correlated with biological functions that indicate metastatic potential. 

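Enrichment was tested with fgsea on genes ranked by the signal-to-noise ratio of the normalized counts, as in the paper's gene set permutation, but with the 697 mouse Reactome pathways of 15 to 500 tested genes in place of the human hallmark, curated and ontology collections, which were not analysed here. Of these pathways, 125 passed an adjusted p under 0.10 in 4T1 against 67NR tumors (47 up and 78 down) and 181 passed in 4T1 against 4T07 tumors (14 down and the others up). The 22 pathways that were up in 4T1 against both lines mainly describe the extracellular matrix and cell contacts. ECM proteoglycans had normalized enrichment scores (NES) of 2.43 against 67NR (adjusted p = 1.14e-08) and 2.16 against 4T07 (adjusted p = 3.54e-05). Extracellular matrix organization, with 226 genes, had NES of 2.45 and 1.93 (adjusted p = 1.52e-17 and 3.70e-06). Laminin interactions had NES of 2.24 and 2.15, Assembly of collagen fibrils 2.43 and 2.12, and Cell junction organization 1.65 and 2.21. Axon guidance (NES of 1.67 and 1.55) and Developmental Biology (1.66 and 1.56) were also up against both. Gene set permutation treats genes as independent. With limma's camera, which allows for the correlation between genes, no pathway passed in either comparison at an adjusted p under 0.10, the largest change under any alternative, and 56 and 66 pathways had an unadjusted p under 0.05.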

Eighty‐seven pathways were significantly up‐regulated (FDR *q*‐value < 0.10) in 4T1 relative to both 67NR and 4T07 tumors which largely correlated to cell development (22 pathways) and cell structure and binding (43 pathways; Tables S1–S3). 

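In place of the hallmark sets, gene panels named for 6 hallmark processes were written from general knowledge before the data were examined, and they differ in size and content from the hallmark sets. In 4T1 tumors, the epithelial mesenchymal transition panel (40 genes) was up against 67NR (NES 2.48, adjusted p = 1.68e-10) and against 4T07 (NES 2.23, adjusted p = 2.65e-06). The oxidative phosphorylation panel moved in opposite directions, with NES of -2.12 against 67NR and 2.61 against 4T07 (adjusted p = 5.78e-05 and 1.53e-10). The G2M checkpoint panel did so as well, with NES of -1.58 and 1.93 (adjusted p = 0.0142 and 2.81e-04). The hypoxia panel (30 genes) was up against 67NR (NES 2.23, adjusted p = 3.72e-07), but had an NES of 0.886 against 4T07 (adjusted p = 0.639). The angiogenesis panel (33 genes) had NES of 1.81 and 1.41 (adjusted p = 0.00248 and 0.0962). With camera, only the angiogenesis and epithelial mesenchymal transition panels passed an adjusted p under 0.10, both in 4T1 against 67NR tumors at 0.0264.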

Among the hallmark gene sets (Figure 1d), most pathways exhibited opposing trends between 4T07 and 67NR tumors relative to 4T1 (e.g., complement, KRAS signaling) or were comparable between 4T1 and the nonmetastatic tumors (e.g., reactive oxygen species pathway, apoptosis). 

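The interferon gamma response panel of 50 genes was down in 4T1 against 4T07 tumors (NES -3.04, adjusted p = 1.05e-18) and less so against 67NR tumors (NES -1.39, adjusted p = 0.0479). The adjusted p-values from camera were 0.173 and 0.916. Of the Reactome pathways, Interferon gamma signaling was down in 4T1 against 4T07 tumors (NES -2.42, adjusted p = 2.80e-08), but not against 67NR tumors (NES 0.774, adjusted p = 0.996). Antigen presentation by class I MHC had an NES of -1.94 against 4T07 tumors (adjusted p = 0.00378).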

A noticeable exception is the down‐regulation of the interferon‐gamma response in the 4T1 tumors, which is consistent with our previous reports identifying anti‐cancer activity associated with interferon signaling.^45^, ^46^ Overall, these results indicate clear differences in the primary tumors; however, these differences are indicative of the inoculated cells rather than the microenvironment.

### 2.2 Systemic immune cell distributions identify invasive cancers

Immune cells are analyzed clinically throughout therapy, often in the blood, and are used as diagnostic indicators of cancer progression (e.g., the neutrophil‐to‐lymphocyte ratio increases in advanced disease).^47^ Therefore, we next investigated the immune cell distribution in the lungs (native metastatic niche), spleens (blood surrogate^48^, ^49^), and scaffolds (engineered niche) toward identifying metastatic potential.

In these cancer models, at day 7 (pre‐metastatic disease in 4T1), the populations of total immune cells (CD45+), CD8+ T Cells, and NK Cells (CD49b+) were approximately two‐fold higher (*p* < 0.05) in the scaffolds from 67NR‐treated mice than 4T07 or 4T1 mice (Figure 2a). Yet, each immune cell population was comparable between the 4T07 and 4T1 mice in the scaffolds and the spleen. Collective analysis of the immune cell populations showed that both the scaffold and the spleen could differentiate noninvasive disease (67NR), yet not metastatic cancer (4T1) from the invasive, nonmetastatic counterpart (4T07) (Figure 2b). At day 14 (early metastatic disease in 4T1), the immune cell panels in the scaffold and spleen were similarly unable to delineate 4T07 from 4T1 mice (Figure 2c). Combined, these data indicate that immune cells in the peripheral tissues (scaffolds and spleens) are altered in invasive cancer, but do not correlate with metastatic development.

**FIGURE 2:**
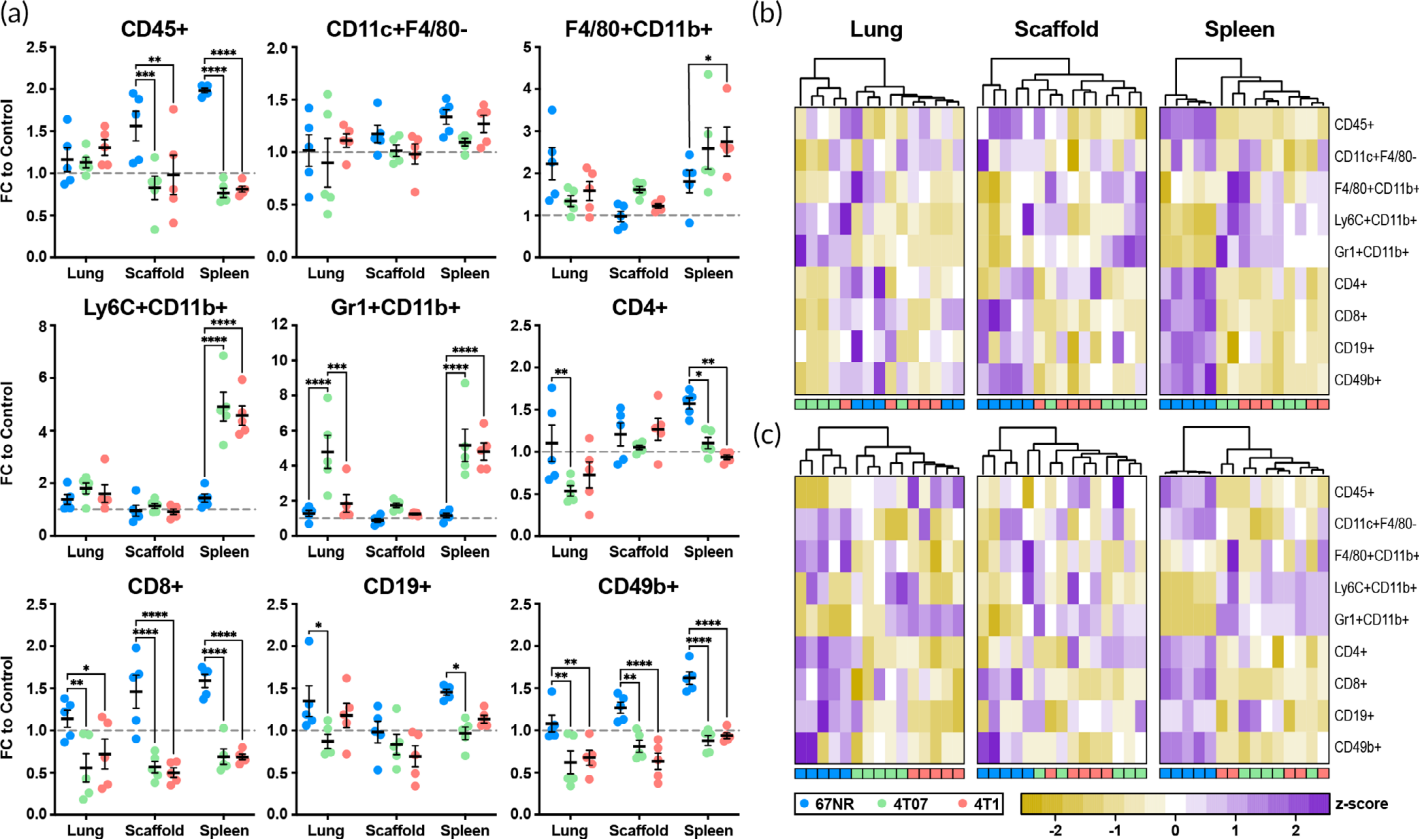
Changes to immune cell populations in response to 67NR, 4T07, and 4T1 tumor models. (a) Diseased‐induced changes to the immune response 7 days after tumor inoculation in the lung, scaffold, and spleen, blue = 67NR, green = 4T07, red = 4T1. Measured populations were total immune cells (CD45+), dendritic cells (CD11c + F4/80‐), macrophages (F4/80 + CD11b+), monocytes (Ly6C + CD11b+), neutrophils (Gr1 + CD11b+), CD4+ T cells (CD4+), CD8+ T cells (CD8+), B cells (CD19+), and NK cells (CD49b+). Clustering of these populations at (b) 7‐days and (c) 14‐days post‐inoculation did not identify metastatic potential in the scaffold or spleen, *n* = 5 mice per condition, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Interestingly, in the lungs on day 7, each population of adaptive immune cells had significantly greater abundance in the 67NR mice (Figure 2a) relative to 4T07 or 4T1 mice. Furthermore, neutrophils were 2.6‐fold higher in lungs from 4T07 mice than 4T1 mice. Despite these differences, a dendrogram of the collective immune panel of the lungs was unable to distinguish the cell types (Figure 2b). On day 14, collective analysis of the immune cells at the lung successfully identified metastatic potential (Figures 2c and S5). These findings coincide with the arrival of tumor cells at this time point,^45^ and may reflect contributions of both systemic immune dysregulation and local changes induced by tumor cells. However, no macroscopic tumors are observed at day 14, thus, there would be no clinical indication to biopsy the lungs, suggesting the immune cell composition may have limited translational capacity in the identification of metastatic potential.

### 2.3 Gene expression changes at the scaffold select for cancer‐related signaling

We next probed gene expression of each tissue at day 14 to identify if the transcriptome of the microenvironment can differentiate invasive, nonmetastatic disease from metastatic cancer. 

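RNA was sequenced from the scaffolds, lungs and spleens of 3 healthy control mice and 3 mice each with 67NR, 4T07 and 4T1 tumors. Scaffolds are porous polycaprolactone implants that recruit immune and stromal cells and stand in for a metastatic niche. The lung libraries held between 4609634 and 7081417 counts and the spleen libraries between 3491888 and 5794832, with medians of 5946512.5 in lungs and 4417871.5 in spleens. Depth differed between groups in the lung, where the medians were 4723726 counts in 4T07 and 6670693 counts in 4T1 mice. Each tissue was fitted on its own with its 4 groups, over 22156 genes in scaffolds, 21937 in lungs and 21128 in spleens with more than 10 counts in the tissue. The paper's thresholds, an adjusted p under 0.10 and a fold change over 2, were applied to all 6 comparisons of the 4 groups, with DESeq2 as an alternative. The sample labels give no sequencing or library batch and do not say which tissues came from the same mouse.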

Approximately 10‐fold fewer differentially expressed genes (fold change >2 and *p* < 0.1) were observed in the spleen between the 4T1 and 4T07 mice than between 4T1 mice and the other conditions (Figure S6). In contrast, the number of differentially expressed genes in the lung between 4T1 and 4T07 mice was approximately five‐fold higher than between the 4T1 mice and either the healthy control or 67NR mice. These findings were consistent with the immune cell distribution at day 14, where cell composition in the lungs could separate the two invasive cancers, yet the spleens could not. 

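In spleens, 493 genes passed the threshold between 4T1 and 4T07 mice, 177 higher and 316 lower in 4T1, while 4377 passed against 67NR and 4200 against control mice. The counts against 67NR and control mice were therefore 8.88-fold and 8.52-fold higher. With DESeq2 the 3 counts were 435, 3695 and 3586. The alternative that moved the ratios most left out the 4T07 spleen of library 29, which gave ratios of 17.8 and 17.1. The 3 spleens of each group did not overlap in 4142 genes (19.6%) between 4T1 and 4T07 mice and in 10146 genes (48.0%) between 4T1 and 67NR mice. The largest increases among the named genes in 4T1 against 4T07 spleens were those of Wfdc17, with 469 ± 143 CPM (SD, n = 3) against 68.4 ± 23.5 CPM, Cstdc4 and Klk1. Their log2 fold changes were 2.88, 2.67 and 2.64 (adjusted p = 1.92e-05, 2.02e-04 and 0.00912 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Klk1 ranged from 11.5 to 49.6 CPM in the 4T1 spleens. The largest decreases were those of Lncenc1, which was at least 33.9-fold lower in 4T1, Rhox5 (log2 fold change -6.37, adjusted p = 9.92e-05 from the same test) and Prkg2 (-4.69, adjusted p = 3.06e-04). Lncenc1 was at 221 ± 94.7 CPM in 67NR tumors, and Rhox5 had no counts in 67NR spleens. Prkg2 was high in the tumors of all 3 lines, with 164 ± 19.9 CPM in 4T07, 191 ± 27.3 CPM in 67NR and 353 ± 42.6 CPM in 4T1.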

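In lungs, 5165 genes passed the threshold between 4T1 and 4T07 mice, 2550 higher and 2615 lower in 4T1, compared with 1103 between 4T1 and 67NR mice and 1011 between 4T1 and control mice. The ratios were 4.68 and 5.11. With DESeq2 the counts were 4610, 865 and 779. Of the alternatives over all genes, leaving out the 4T1 lung of library 38 moved the ratio to control mice most and gave 8.60. Among 541 genes restricted to lung (at least 5 CPM in control lungs and more than 20 times the mean in control spleens) and normalized to each other, an alternative chosen after seeing the data, 38, 14 and 15 genes passed in these comparisons. The comparisons of 4T07 lungs gave the most genes, with 6522 against 67NR and 6372 against control lungs. The 3 lungs of each group did not overlap in 10608 genes (48.4%) between 4T1 and 4T07 mice, where chance gives 10%. Fam162b, Kcns3 and S100g had the largest increases among the named genes in 4T1 relative to 4T07 lungs, with log2 fold changes of 3.15, 2.98 and 2.96 (adjusted p = 1.21e-07, 1.45e-06 and 3.40e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). S100g was at 265 ± 56.0 CPM (SD, n = 3) in 4T1 and 32.9 ± 9.39 CPM in 4T07 lungs. The 4T07 lung libraries may hold RNA of the spleen. Genes restricted to lung took 1.88% to 4.14% of their counts, against 8.28% to 10.2% in the other lungs. A gain in 4T1 lungs therefore cannot be told apart from less lung RNA in the 4T07 libraries. The largest decreases were those of Zg16, Try5 and Cel, with log2 fold changes of -6.28, -6.05 and -5.91 (adjusted p = 9.75e-10, 2.50e-09 and 1.08e-09 from the same test). These genes are expressed in the exocrine pancreas, and Cel was at 56.6 ± 14.3 CPM in 4T07 lungs, 0.282 ± 0.252 CPM in control lungs and between 0.431 and 83.8 CPM in control spleens. The paper sets the counts in the lung and the spleen beside the immune cells of day 14, from which it reasons that the lungs and not the spleens separate the 2 invasive cancers.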

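Log2(4T1/4T07) was compared between scaffolds and lungs over the 20227 genes tested in both tissues. Pearson's r across genes was 0.245 and Spearman's rho 0.1996, and 56.7% of the genes changed in the same direction. Of the 86 genes past the threshold in both tissues, 59 changed in the same direction. Genes are not independent replicates, and no p is given for these correlations. Of the alternatives over all genes, leaving out the 4T07 scaffold of library 22 gave the largest change, an r of 0.0715, and genes with a mean of at least 10 counts in both tissues gave 0.337. Between scaffolds and spleens r was 0.158, with 19 of 20 shared genes in the same direction, and between lungs and spleens it was -0.0631, with 119 of 219. The interaction of tissue and line, tested by edgeR's quasi-likelihood method with Benjamini-Hochberg adjustment, gave an adjusted p under 0.10 in 4959 of 18044 genes for scaffolds and lungs, 107 of 16672 genes for scaffolds and spleens and 6577 of 17014 genes for lungs and spleens. Against control mice, log2(4T07/control) had an r of 0.425 between scaffolds and lungs, log2(4T1/control) an r of 0.233 and log2(67NR/control) an r of 0.0693. For log2(4T1/67NR), r was 0.0944 and Spearman's rho -0.0305.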

Interestingly, the trends in the scaffolds mirrored the responses in the lungs,^45^ although the overall differential expression between conditions was on a smaller scale (Figure 3a). In both the scaffold and lung, gene expression was uncorrelated to the inoculated cell lines indicating that differential expression corresponded with the microenvironment (Figure S7). Scaffolds from 4T07 and 4T1 mice had more differently expressed genes than the 4T1 mice and either the control (4.3‐fold) and 67NR (6.4‐fold) mice. These data suggest that, although immune cell distributions at the scaffold cannot delineate metastatic disease, gene expression of the immune and stromal cell phenotypes may identify metastatic disease.

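In scaffolds, 222 genes passed the threshold between 4T1 and 4T07 mice, 141 higher and 81 lower in 4T1. Between 4T1 and 67NR scaffolds and between 4T1 and control scaffolds 5 genes passed in each case, so that both ratios were 44.4. With DESeq2 the 3 counts were 290, 48 and 64, and the ratios were 6.04 to 67NR and 4.53 to control scaffolds. The number of genes between 4T1 and 4T07 scaffolds moved most when the filter on counts was left out, to 699, and when only these 2 groups were fitted, to 26. The 4T07 scaffolds gave the most genes, with 1296 against 67NR and 1649 against control scaffolds, and no gene passed between 67NR and control scaffolds, where 626 genes had an unadjusted p under 0.05. The 3 scaffolds of each group did not overlap in 4063 genes (18.3%) between 4T1 and 4T07 mice, 3496 genes (15.8%) between 4T1 and 67NR mice and 3795 genes (17.1%) between 4T1 and control mice.

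**Figure D1:**
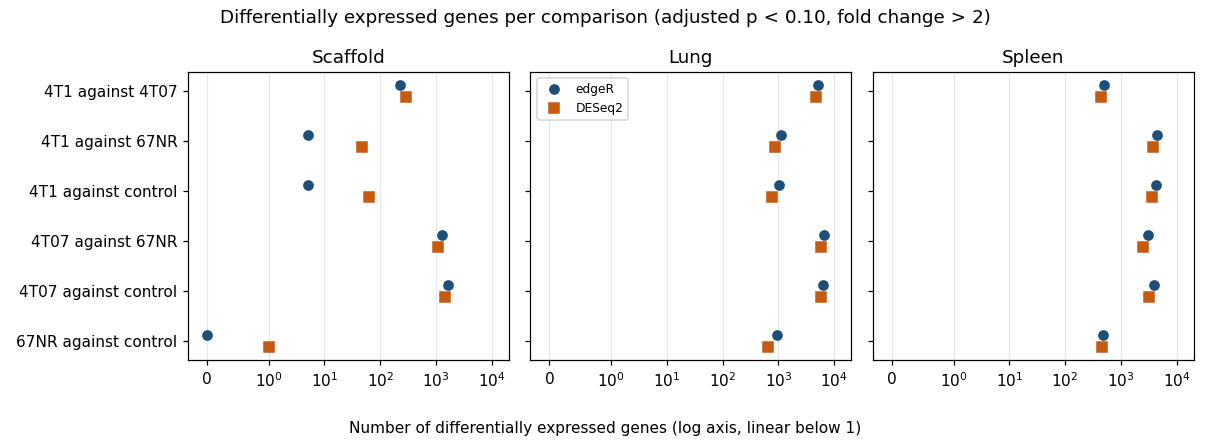
Number of differentially expressed genes (adjusted p under 0.10 and fold change over 2) in the 6 comparisons of the 4 groups in scaffold, lung and spleen, on a logarithmic axis that is linear below 1, with edgeR as circles and DESeq2 as squares. In scaffolds, the 2 tools lie apart for 4T1 against 67NR (5 and 48 genes) and 4T1 against control (5 and 64 genes).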

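Of the named genes in scaffolds, Gm6407 had the largest increase, from 0.869 ± 0.191 CPM (SD, n = 3) in 4T07 to 9.48 ± 3.97 CPM in 4T1, a log2 fold change of 3.44 (standard error 0.42, adjusted p = 0.00363 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pck1 and Cyp2e1 rose by 2.64 and 2.40 on the log2 scale (adjusted p = 0.0353 and 0.0456 from the same test). Pck1 was at 27.3 ± 15.1 CPM in 4T1 and 4.44 ± 0.587 CPM in 4T07 scaffolds. With single scaffolds left out, the highest adjusted p was 0.115 for Pck1 and 0.140 for Cyp2e1. Markers of adipocytes had a mean log2 CPM of 5.94 ± 0.21 (SD, n = 3) in 4T1 and 4.53 ± 0.13 in 4T07 scaffolds. They were at 5.28 ± 0.27 in control and 4.98 ± 0.72 in 67NR scaffolds. Whether the amount of fat in the scaffolds bears on Pck1 and Cyp2e1 was not tested. Gm42047, Gm25008 and Rnase2a fell by 2.55, 2.16 and 2.15 on the log2 scale (adjusted p = 0.00991, 0.0107 and 0.00363). Rnase2a was at 3.64 ± 0.274 CPM in 4T1 and 16.6 ± 2.72 CPM in 4T07 scaffolds, and the other 2 were at 2.04 ± 0.417 and 12.0 ± 4.94 CPM in 4T1 scaffolds. From the number of differentially expressed genes beside the similar immune cell distributions, the paper proposes that gene expression of immune and stromal cells in the scaffold may identify metastatic disease.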

**FIGURE 3:**
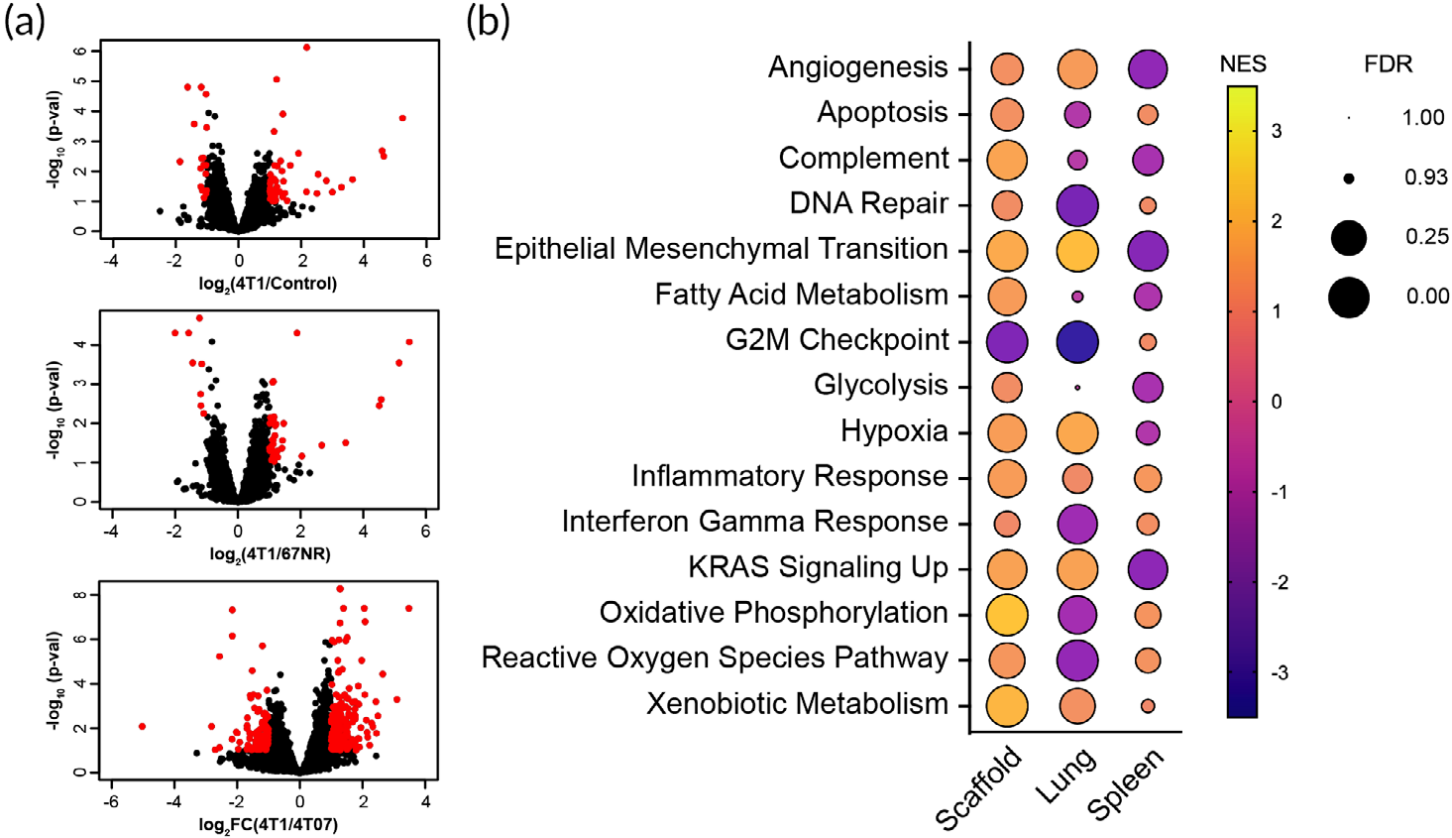
Gene expression and correlated signaling pathways in the scaffold, lung, and spleen. (a) Volcano plots of the differentially expressed genes between scaffolds derived from 4T1 mice and those derived from the healthy control, 67NR, and 4T07 mice. Red dots correlate to genes with adjusted *p*‐values <0.10 and fold change >2.0. (b) Hallmark signaling pathways in the scaffold, lung, and spleen between the 4T1 (positive) and 4T07 (negative) scaffolds as determined through gene set enrichment analysis, NES = normalized enrichment score, FDR = false discovery rate, *n* = 3 mice per condition.

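Pathways and panels were tested in 4T1 against 4T07 scaffolds as in the tumors. Of the 715 Reactome pathways of 15 to 500 tested genes, 61 were up and 5 were down in 4T1 scaffolds at an adjusted p under 0.10. The citric acid TCA cycle and respiratory electron transport had an NES of 2.62 (adjusted p = 4.44e-11), and Complement cascade had an NES of 2.16 (adjusted p = 0.00181). The oxidative phosphorylation panel was up (NES 2.51, adjusted p = 1.45e-07). The panels for epithelial mesenchymal transition, hypoxia and angiogenesis had NES of 1.33, 1.31 and 1.01 (adjusted p = 0.169, 0.190 and 0.445), and the interferon gamma response panel had an NES of -1.08 (adjusted p = 0.371). With camera, none of the pathways and panels had an adjusted p under 0.10, while 41 pathways had an unadjusted p under 0.05. Ranking by edgeR's statistic moved the number of pathways to 187.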

Investigating enriched cancer pathways identified that most of the relevant hallmark gene sets were up‐regulated in the 4T1 scaffolds relative to the 4T07 scaffolds (Figure 3b and Table S4). A notable exception was the G2M checkpoint pathway, which was also strongly down‐regulated in the 4T1 lungs, and likely a result of proliferation dysregulation in cancer. 

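The G2M checkpoint panel of 40 genes was down in 4T1 against 4T07 scaffolds (NES -2.37, adjusted p = 6.17e-07) and lungs (NES -3.13, adjusted p = 7.44e-33). In scaffolds this rested on 1 library, since without the 4T07 scaffold of library 22 the NES was -0.399. The Reactome pathway Cell Cycle, Mitotic had an NES of -3.21 in lungs (adjusted p = 2.92e-71) and -1.303 in scaffolds (adjusted p = 0.142). In scaffolds it passed when genes were ranked by edgeR's statistic (NES -1.76, adjusted p = 3.75e-06). The pathways G2 M Checkpoints (NES -1.68) and Cell Cycle (-1.34) passed in scaffolds, both with an adjusted p of 0.0533. Mitotic G2-G2 M phases did not (NES -1.22, adjusted p = 0.441). Camera gave an adjusted p of 0.954 for each of these pathways in scaffolds. In lungs, markers of proliferation had a mean log2 CPM of 3.27 in control, 3.33 in 67NR, 3.66 in 4T1 and 7.33 in 4T07 mice. The lung values therefore go with high levels in the 4T07 lungs and not with a fall in 4T1 below control lungs. The 4T07 lung libraries may hold RNA of the spleen. With camera, the adjusted p of the G2M checkpoint panel was 0.0467 in lungs and 0.509 in scaffolds. The paper proposes that the fall of this pathway results from dysregulated proliferation in cancer.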

Interestingly, when comparing enriched pathways in the spleen for the two invasive cell lines, angiogenesis, epithelial mesenchymal transition, and KRAS signaling were all down‐regulated in the 4T1 samples. 

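In 4T1 against 4T07 spleens, the panels for angiogenesis and epithelial mesenchymal transition were down (NES -1.63 and -1.85, adjusted p = 0.0189 and 0.00621). The G2M checkpoint and oxidative phosphorylation panels were up (NES 1.65 and 1.61, both with an adjusted p of 0.0189), and the hypoxia and interferon gamma response panels had NES of 1.06 and -1.03 (both with an adjusted p of 0.395). With camera, the lowest adjusted p of the 6 panels was 0.226, for epithelial mesenchymal transition. The 4T07 spleen libraries may hold RNA of 67NR tumors, or of cells that express the same genes. Genes counted in 67NR tumors and low in the other tumors had a median of 6.40% to 14.6% of their tumor level there. In 4T1 spleens they reached at most 0.715%. Whether this bears on the enrichment values of the spleens was not tested. Of 705 Reactome pathways, 26 were up and 20 were down, among them Extracellular matrix organization with an NES of -1.83 (adjusted p = 0.00156), Muscle contraction (-2.03) and Syndecan interactions (-2.06). From the fall of pathways that matter for metastasis, the paper concludes that the spleen, as a surrogate for the blood, does not capture elements of cancer biology.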

As each of these pathways is critically important to the development of metastasis, these data further indicate that the spleen (as a surrogate for the blood) does not capture critical elements of cancer biology. Additionally, despite fewer overall differentially expressed genes in the scaffold, these changes were consistent with the increased metastasis of the 4T1 cells demonstrating the power of the scaffold transcriptome.

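In 4T1 against 4T07 lungs, 340 of 725 Reactome pathways passed an adjusted p under 0.10, 57 up and 283 down. Laminin interactions (NES 2.36), Cell-Cell communication (2.33) and Signaling by BMP (2.26) led the pathways that were up. With camera, their adjusted p-values were 0.396, 0.396 and 0.317, and the 51 pathways that passed were all down. The enrichment values of this comparison depend on the 4T07 lungs, whose libraries may hold RNA of the spleen. The epithelial mesenchymal transition and angiogenesis panels were up in lungs (NES 1.67 and 1.56, adjusted p = 0.0135 and 0.0231) and hypoxia had an NES of 1.37 (adjusted p = 0.0900). The interferon gamma response and oxidative phosphorylation panels were down (NES -1.80 and -1.47, adjusted p = 0.00203 and 0.0498), the latter opposite to the scaffolds. Extracellular matrix organization had an NES of 1.83 in lungs (adjusted p = 5.26e-06) and 1.23 in scaffolds (adjusted p = 0.359).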

### 2.4 A scaffold‐derived 9‐gene signature isolates metastatic cancer

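The paper states that a gene set from mixOmics was narrowed by PCR, but not how many genes mixOmics kept, with which settings, or which genes PCR removed. A sparse partial least squares discriminant analysis with 1 component of 9 genes was therefore run on the normalized counts of the 12 scaffolds, with the 3 4T1 scaffolds against the other 9. It selected Per3, Ephx2, Sox30, Mdh2, Psme4, Ifitm1, Ambp, Gm48857 and 4930597O21Rik, of which Ifitm1 is in the paper's signature. On a PCA plot of these genes, the mean distance of the 4T1 scaffolds from the others was 6.11 ± 0.64 (SD over 27 pairs). The same selection for another group in the place of 4T1 gave 6.43 ± 0.52 for 4T07, 6.08 ± 0.44 for 67NR and 5.95 ± 0.69 for control scaffolds.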

We applied the mixOmics package^50^ to identify a gene set that separates scaffolds explanted from 4T1 mice relative to healthy, 67NR, and 4T07 mice (Figure 4a). 

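The 9 genes that the paper selected were all counted in the scaffolds. The files list them by symbol only. In the annotation of mouse build NCBIM37 (the build of the authors' alignment is not given in the paper's text), Dhx9, Dusp12 and Ndufs1 lie on chromosome 1 (155302888 to 155334790, 172803629 to 172815671 and 63190170 to 63223396), Soga1 (there 9830001H06Rik) on chromosome 2 (156841535 to 156904990), Spon2 on chromosome 5 (33556167 to 33560887), Ifitm1 on chromosome 7 (148153120 to 148155724), Slc1a3 on chromosome 15 (8584124 to 8660764), Pja2 on chromosome 17 (64630354 to 64681256) and Fhl1 on chromosome X (53984964 to 54046523), all as protein-coding genes. Ifitm1 was at 67.6 ± 22.9 CPM (SD, n = 3) in 4T1 scaffolds, 24.9 ± 5.99 in 4T07, 17.6 ± 3.28 in 67NR and 13.6 ± 7.95 in control scaffolds. Slc1a3 was at 23.9 ± 5.31 CPM in 4T1 and between 12.1 and 14.2 CPM on average in the other groups. Spon2 was at 8.51 ± 2.56 CPM in 4T1 and between 24.1 and 25.2 CPM on average in the other groups. Ifitm1 and Slc1a3 were higher in every 4T1 scaffold than in all 9 others, and Spon2 was lower in every 4T1 scaffold. Dhx9, Pja2 and Soga1 overlapped with no other group but lay between them, and Dusp12, Fhl1 and Ndufs1 overlapped with at least 1 group. In 4T1 against 4T07 scaffolds, 4 of the 9 genes had an adjusted p under 0.10 over all genes tested, namely Spon2 (log2 fold change -1.53, adjusted p = 0.0178), Ifitm1 (1.45, 0.0456), Slc1a3 (1.00, 0.0533) and Dhx9 (0.50, 0.0971), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the 9 genes alone, 6 passed, with Pja2 (0.38) and Soga1 (-0.44) added at 0.0210. The paper chose the genes on these data, so the second count shows no stability. Against 67NR and control scaffolds, 2 genes passed over all genes in each case, Ifitm1 and Spon2, and 8 and 6 passed over the 9 genes. Dusp12, Fhl1 and Ndufs1 changed by 0.06, -0.36 and 0.02 on the log2 scale in 4T1 against 4T07 scaffolds (adjusted p = 0.900, 0.702 and 0.963).

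**Figure D2:**
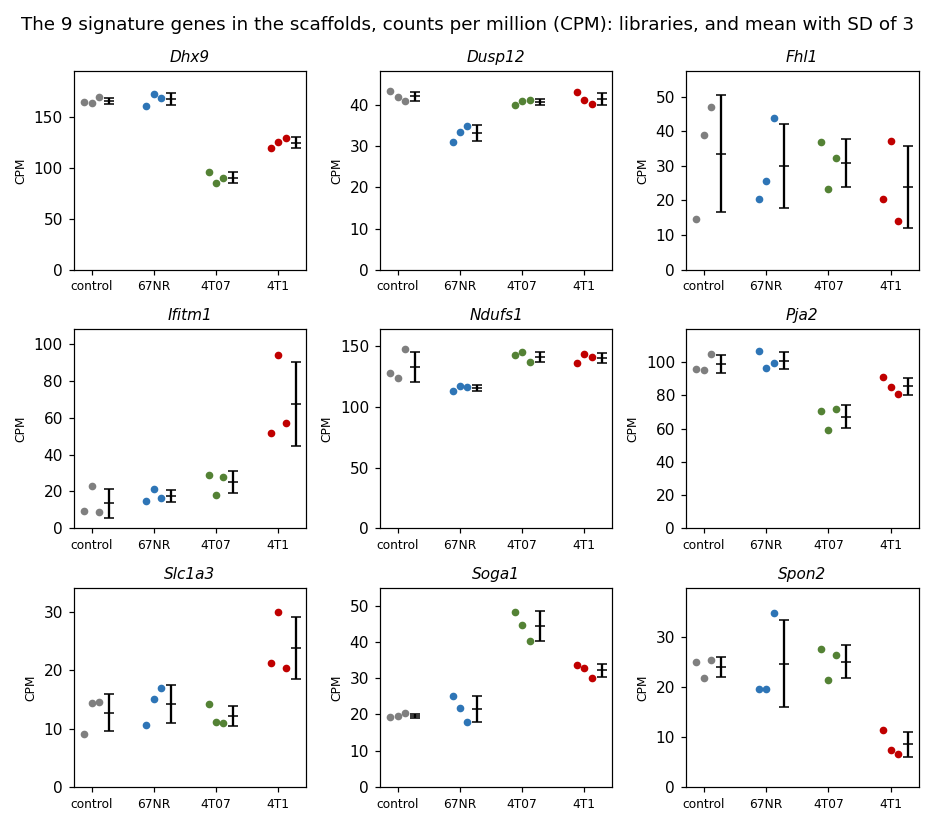
CPM of the 9 signature genes in each of the 12 scaffolds, by group, with points for single libraries and bars for the mean and SD of 3. The 4T1 scaffolds lie above all others for Ifitm1 (51.8 to 93.8 CPM) and Slc1a3 (20.5 to 30.0 CPM) and below all others for Spon2 (6.64 to 11.4 CPM).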

The resulting microenvironment‐based signature was comprised of *Dhx9*, *Dusp12*, *Fhl1*, *Ifitm1*, *Ndufs1*, *Pja2*, *Slc1a3*, *Soga1*, and *Spon2*. PCA plots effectively isolated the 4T1 samples with 100% accuracy and an average distance from the other conditions (Control, 67NR, 4T07) of 4.05 ± 0.72 (mean ± SD).

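The PCA used the scaled counts of the 9 genes normalized by DESeq2, as in the code of the paper's supplement. PC1 and PC2 held 39.5% and 24.2% of the variance. The mean of the 27 distances between 4T1 and other scaffolds was 4.05 ± 0.72 (SD), with 4.12 ± 0.68 to control, 4.13 ± 0.85 to 67NR and 3.91 ± 0.69 to 4T07 scaffolds. It stayed between 3.95 and 4.39 with each scaffold left out in turn. The largest change came without the 4T1 scaffold of library 35. Every 4T1 scaffold was closer to the 4T1 centroid, at 0.156 to 0.948, than any other scaffold, at 3.54 to 4.78. The area under the ROC curve (AUC) for this distance was 1, which 12 of the 220 possible choices of 3 of 12 scaffolds also reached (exact permutation test, one-sided p = 0.0545). With the centroid taken without the scaffold that was ranked, 3 of 220 choices reached it (exact p = 0.0136). The paper selected the 9 genes on these scaffolds and the permutation holds them fixed, so both p-values favor the 4T1 scaffolds from the outset. With another group in the place of 4T1, the mean distance was 3.94 for 4T07, 2.95 for control and 2.88 for 67NR scaffolds.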

**FIGURE 4:**
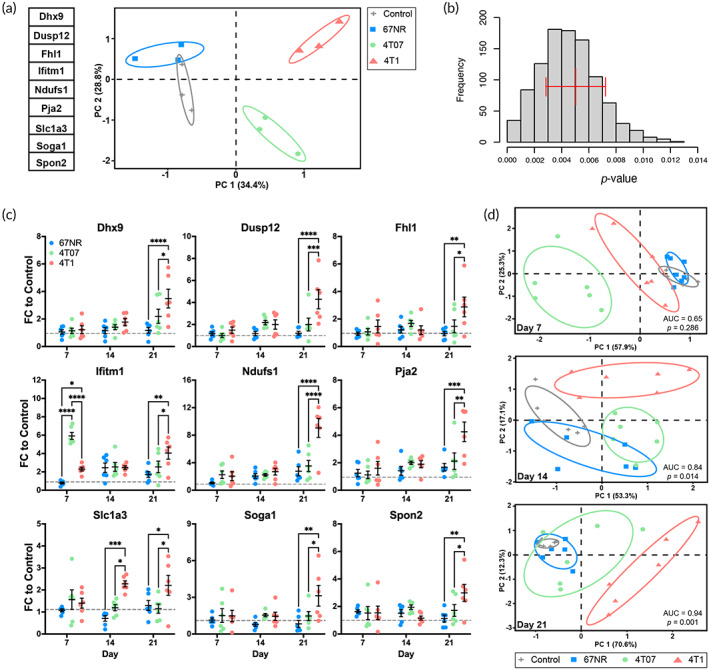
A 9‐gene signature identifies metastatic breast cancer. (a) PCA plot of the RNA‐sequencing data for the signature at day 14 in the scaffold. (b) The significance of the signature was calculated by comparing the separation of the 4T1 centroid from the other conditions to the separation using 1000 random permutations of genes *(p*‐value) repeated 1000 times (frequency). The *p*‐value indicates the fraction of gene sets that obtained separation within one standard deviation of the signature. Red bars indicate mean ± standard deviation. (c) Gene expression of each gene in the signature relative to control as determined by PCR on day 7 after tumor inoculation. Gray dotted line is control. (d) PCA plots of PCR data for the signature on the scaffold at days 7, 14, and 21. Ellipses correspond to one standard deviation, *n* = 3 (panels a, b) or 6 (panels c, d) mice per condition, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

As reports have indicated that 60% of published breast cancer signatures cannot predict outcomes better than random,^51^ we calculated a *p*‐value for our signature by comparing the average distance between groups on the PCA plots to 1000 random permutations of 9 genes. 

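Random sets of 9 genes were drawn from the genes tested in the scaffolds, in 100 repetitions of 1000 sets. As in the code of the paper's supplement, the distance of the signature was the mean over pairs of scaffolds, and that of a random set was the mean distance between the 4T1 centroid and the 3 other centroids. The random sets had a median centroid distance of 2.03, and 5.72% of them placed all 4T1 scaffolds closer to the 4T1 centroid than any other scaffold. By mean count in scaffolds, the 9 genes of the signature lie between decile 7 (Slc1a3) and decile 10 (Dhx9, Ndufs1 and Pja2) of the tested genes.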

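None of the 100000 random sets of this work had a distance as large as that of the signature in the scaffolds, and the largest was 3.84. With distances over pairs for the random sets as well, the largest was 4.28 and 8 sets reached the signature's distance, a share of 8.0e-05. The random sets were not selected for separation, whereas the signature was selected on the same scaffolds. When 9 genes were selected anew for each of 100 choices of 3 of the 12 scaffolds, all 100 gave a distance above that of the signature.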

When this process was repeated 100 times, none of the 100,000 random gene sets outperformed our signature. Since the signature was optimized from this data set, we calculated an additional *p*‐value by determining the fraction of random gene sets that achieved separation within one standard deviation of the signature (Figure 4b). 

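Of the 100000 random sets, 189 reached 3.33, the distance of the signature minus 1 SD. This is a share of 0.00189 ± 0.00129 (SD over the 100 repetitions run here), computed as in the paper's supplement code. With the condition of no overlap that the paper's methods state, the share was 0.00114. The alternative with distances over pairs for the random sets moved this share most, to 0.0599. Random genes matched to the signature on mean count gave 0.00965, and random genes with at least 10 counts in every scaffold gave 0.00653. The paper reasons that a share with this allowance is needed because the signature was optimized on the same scaffolds.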

After 1000 repetitions of 1000 permutations, the *p*‐value was 0.005 ± 0.002 (mean ± SD) indicating that not only did the signature isolate the 4T1 samples, but far exceeded random.

Reproducibility and efficacy across disease progression were established by validating the signature by PCR on the scaffolds in a separate cohort of mice at 7, 14, and 21‐days post‐inoculation, which corresponds to the pre‐metastatic niche, early metastatic niche, and metastatic niche, respectively in the 4T1 models.^45^ When considering the individual genes in the signature, each was significantly up‐regulated at day 21 in the 4T1 scaffolds relative to the 67NR and 4T07 scaffolds (Figure 4c). Whereas, at days 7 and 14, almost no individual genes exhibited significance across conditions—the only two exceptions were *Ifitm1* at day 7 and *Slc1a3* at day 14. When the genes were considered as a collective signature, the scaffolds from 4T1 mice were isolated from other tumors at each time point by PCA plots in two dimensions (Figure 4d). Interestingly, on day 7, although the signature isolates 4T1 samples, 4T07 samples are more effectively separated due to the high negative loading of *Ifitm1* in PC1. This trend is consistent with the up‐regulation of interferon‐related signaling in the 4T07 samples (Table S4).

Area under the receiver operating characteristic (ROC) curve (AUC) was calculated for each plot to determine the efficacy of the separation. The distance between each point and the center of the 4T1 centroid on a two‐dimensional PCA plot served as the ranking variable (Figure S8). The AUC was 0.65 (*p* = 0.286), 0.84 (*p* = 0.014), and 0.94 (*p* = 0.001) at days 7, 14, and 21, respectively. Although eigenvalues identified two requisite components for the PCA plots, additional inquiry, using parallel analysis, reported that only one component should be considered for the analysis of day 7 samples (Figure S9). When the AUC was recalculated in one dimension, the signature was able to isolate the 4T1 samples at day 7 with an AUC of 0.94 (*p* = 0.0017). These data validated the signature in a separate cohort with different technology and indicated that the signature successfully isolated metastatic cancer across the spectrum of disease.

### 2.5 Scaffold‐derived signature is specific to the metastatic niche

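In the lungs, Ifitm1 was at 432 ± 197 CPM (SD, n = 3) in 4T1 mice and between 49.6 and 107 CPM on average in the other groups, and was the only one of the 9 genes higher in every 4T1 lung than in all others. Dhx9 was lower in every 4T1 lung, at 79.7 ± 6.90 CPM. In 4T1 against 4T07 lungs, 8 of the 9 genes had an adjusted p under 0.10 over all genes and over the 9 genes, and in 4T1 against 67NR lungs 3 did. Fhl1, Pja2, Slc1a3 and Soga1 were higher in 4T1 than in 4T07 lungs (log2 fold changes of 1.78, 1.12, 1.097 and 0.89). Their levels in the 4T07 lungs were the lowest of the 4 groups, with Fhl1 at 121 ± 44.0 CPM against 498 ± 20.1 CPM in control lungs. In 4T1 against control lungs, the log2 fold changes of these genes were -0.20, -0.51, -0.48 and 0.32. All values against 4T07 lungs depend on libraries that may hold RNA of the spleen. The changes in 4T1 against 4T07 differed between scaffolds and lungs for Dhx9, Fhl1, Pja2, Soga1 and Spon2 (adjusted p = 0.00220, 0.00355, 0.0110, 0.00114 and 0.0712 for the interaction, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).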

The 9‐gene signature was tested on the RNA‐sequencing data from the lung and spleen to investigate its utility in other tissues. The signature was successfully applied to the lung, isolating the 4T1 cluster from the other tissues on a PCA plot with a *p‐*value of 0.0031 (Figure 5a). 

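The mean of the 27 distances between 4T1 and other lungs was 3.95 ± 1.28 (SD), and PC1 and PC2 held 50.2% and 29.1% of the variance. By group it was 2.87 ± 0.86 to 67NR, 3.90 ± 1.03 to control and 5.07 ± 0.86 to 4T07 lungs. No other lung was as close to the 4T1 centroid as the 4T1 lungs, with the nearest at 2.54 and the farthest 4T1 lung at 1.05, and 7 of 220 choices of 3 lungs gave an AUC of 1 (exact permutation test, one-sided p = 0.0318). Of the 100000 random sets, 86 had a distance as large, a share of 8.6e-04 ± 9.4e-04 (SD over 100 repetitions), and 33.3% separated the 4T1 lungs without overlap. The largest change came with random genes matched on mean count, which gave 0.00495. With 4T07 in the place of 4T1, the mean distance of the lungs was 4.99. Distances to the 4T07 lungs depend on libraries that may hold RNA of the spleen. The paper concludes from the isolated 4T1 cluster and the comparison with random sets that the signature applies to the lung.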

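In the spleens, Ifitm1 was at 389 ± 91.3 CPM (SD, n = 3) in 4T1 mice and between 35.3 and 79.1 CPM on average in the other groups. In 4T1 against 4T07 spleens, 2 of the 9 genes had an adjusted p under 0.10 over all genes, Ifitm1 (log2 fold change 2.38, adjusted p = 4.54e-05) and Dusp12 (0.59, adjusted p = 0.0870), and Dhx9 (0.69) was added over the 9 genes, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. PC1 and PC2 held 45.4% and 22.5% of the variance. The mean distance of the 4T1 spleens was 3.603 ± 1.037 (SD over 9 pairs) to 4T07, 3.95 ± 1.55 to control and 5.09 ± 1.20 to 67NR spleens. The nearest 4T07 spleen lay 2.44 from the 4T1 centroid and the farthest 4T1 spleen 1.91. The AUC was 1, which 14 of 220 choices of 3 spleens also reached (exact permutation test, one-sided p = 0.0636, and 0.0773 on log2 values). With the centroid taken without the spleen that was ranked, the AUC was 0.926 (exact permutation test, one-sided p = 0.0500). This second AUC ran from 0.667, without 4T1 library 42, to 1 with single spleens left out.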

When the signature was applied to the spleen, the PCA plot could not delineate the 4T07 and 4T1 models (Figure 5b). Even so, the signature outperformed random with a *p*‐value of 0.0254 suggesting the gene expression in the spleen poorly correlates with metastatic potential (Figure 5c). This finding was consistent with the splenic signaling changes (Figure 3b) not reflecting the up‐regulation of key cancer‐related pathways. 

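The mean of all 27 distances between 4T1 and other spleens was 4.21 ± 1.39 (SD), and 604 of the 100000 random sets had a distance as large, a share of 0.00604 ± 0.00275 (SD over 100 repetitions). Random genes matched on mean count gave the largest change, to 0.0425, and centroid distances for both the signature and the random sets gave 0.0311. Of the random sets, 39.0% separated the 4T1 spleens from all others without overlap. From the spleen's plot and this comparison, the paper proposes that gene expression in the spleen correlates poorly with metastatic potential.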

We also investigated the signature in mouse blood to determine if it could be applied to traditional liquid biopsy (Figure 5d). The signature was unable to fully separate the 4T1 samples from the other conditions at any time point. The most effective separation occurred at day 21 (AUC = 0.63). These data indicate that the signature was not effective on blood samples and emphasize that the information obtained from the scaffold is reflective of the changes occurring at a metastatic site.

**FIGURE 5:**
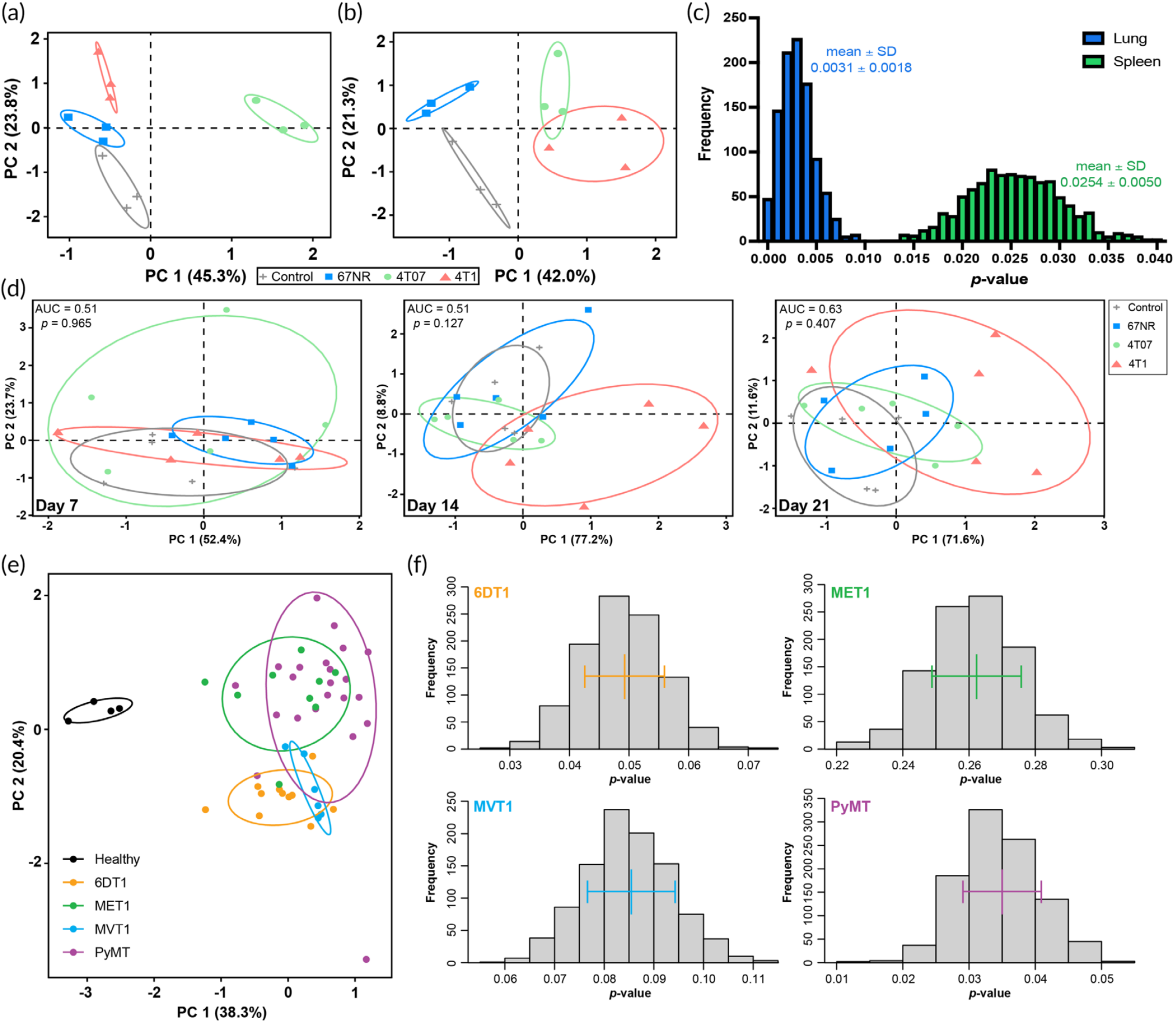
Scaffold‐derived signature was applied to other mouse tissues and models. PCA plots of the signature applied to the (a) lung and (b) spleen RNA‐seq data on day 14, *n* = 3 mice per condition. (c) The *p*‐values were calculated by comparing the separation of the 4T1 cluster against 1000 permutations of 1000 random gene sets. (d) PCA plots of PCR data for the signature on the blood of mice exposed to 67NR, 4T07, and 4T1 cell lines at days 7, 14, and 21, *n* = 5 mice per condition. (e) PCA plot of the signature on RNA‐sequencing data from lungs of FVB/NJ mice found in the GSE150928 data set. Healthy mice (*n* = 4) were compared to transgenic PyMT mice (*n* = 22) and mice inoculated with the 6DT1 (*n* = 11), MVT1 (*n* = 6), and MET1 (*n* = 9) cell lines. (f) The significance of the signature was calculated by comparing the separation of the diseased centroid from the healthy centroid to the separation using 1000 random permutations of genes *(p*‐value) repeated 1000 times (frequency). The *p*‐value indicates the fraction of gene sets that obtained separation greater than the signature. Bars indicate mean ± standard deviation, ellipses correspond to one standard deviation.

### 2.6 The scaffold‐derived signature identifies metastasis in FVB mouse models

We next considered the application of the signature to other mouse models of metastatic breast cancer. The GSE150928 data set in GEO database contained RNA‐sequencing data of lungs from healthy FVB/NJ mice, transgenic PyMT mice, and mice inoculated with the 6DT1, MET1, and MVT1 cell lines. When the signature (*Soga1* was not reported in the source data set) was applied to these models, the diseased lungs clearly grouped together separate from the healthy lungs (Figure 5e, f). The significance was calculated against random, which indicated the signature in the 6DT1 (*p* = 0.049), MVT1 (*p* = 0.085), and PyMT (*p* = 0.035) models was highly effective. Although MET1 lungs successfully separated from healthy lungs, the *p*‐value was 0.262 indicating the signature did not outperform random, possibly due to PI3K‐mediated increased proliferation by MET1 cells.^52^, ^53^

### 2.7 Translational potential of the scaffold‐derived signature

We referenced The Cancer Genome Atlas (TCGA) Research Network (https://www.cancer.gov/tcga) to investigate the application of the scaffold‐derived signature to human metastatic disease.^54^ However, within the database, only seven RNA‐sequencing samples were attributed to metastatic tissues (of unknown source) in breast cancer (Table S5). Since this data was insufficient to draw conclusions in humans, we compared gene expression of the scaffold‐derived signature to that observed within lungs of healthy patients and lung cancer patients. This comparison assumes that the microenvironment of the primary tumor and metastatic lungs may have some similarities. Each gene in the signature was differentially expressed between healthy lungs (lung normal) and lungs with a primary tumor (lung tumor; Figure 6). Furthermore, for 7–9 genes (all but *PJA2* and *SOGA1*), the trends aligned between the diseased lungs and the metastatic breast samples. These data suggest that the signature identified herein may have potential in human cancer diagnostics.

**FIGURE 6:**
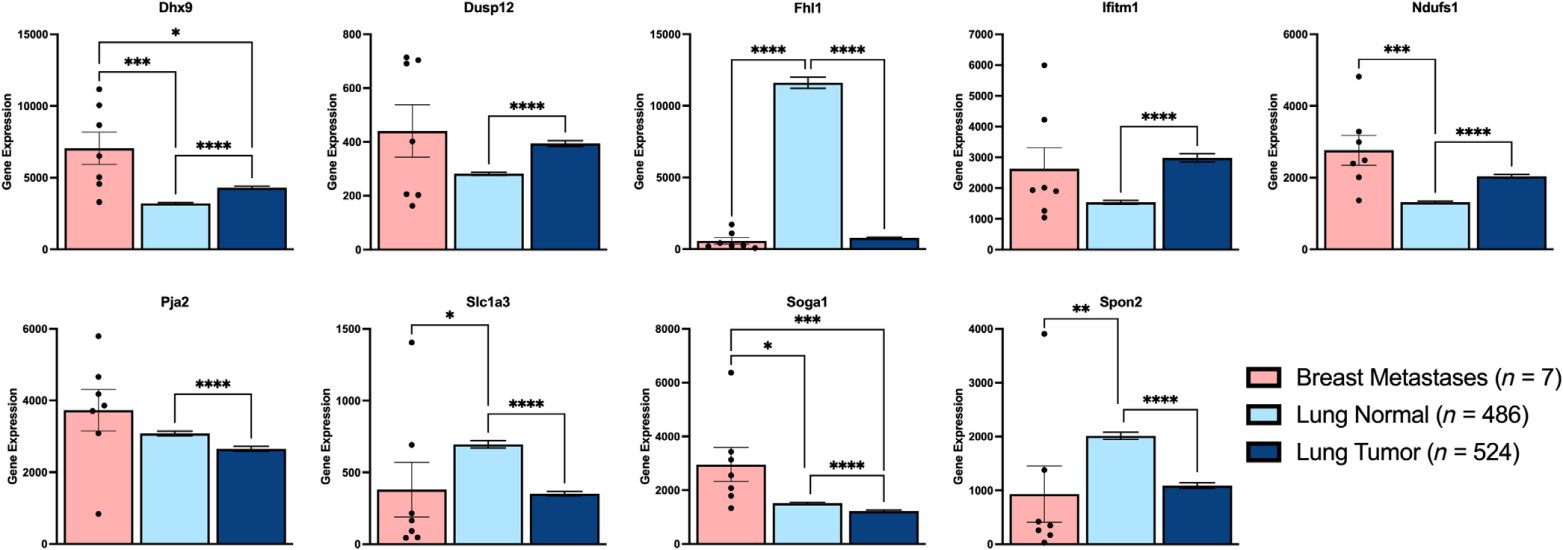
Expression of the genes in the signature in human cancer RNA‐sequencing data available through The Cancer Genome Atlas Research Network. Expression in metastatic tissues in breast cancer (Breast Metastases) was compared to healthy lungs (lung normal) and lungs with a primary tumor (lung tumor), *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## 3 DISCUSSION

Early detection of metastatic breast cancer has the potential to improve survival outcomes and benefit the millions of women diagnosed with breast cancer each year. In the current clinical paradigm, detection is based on tumor cells, and cancer is only staged as metastatic once a secondary tumor can be macroscopically visualized.^6^ However, by the time tumor cells colonize and proliferate at the distant site, the local microenvironment has experienced myriad changes in cell types, phenotypes, intercellular signaling, and the extracellular matrix that support metastatic outgrowth.^55^ Metastatic formation is dependent on this altered microenvironment, the pre‐metastatic niche and, once this niche is established, metastatic development can continue even after resection of the primary tumor. Diagnostics based on the microenvironment at the pre‐metastatic niche could serve to identify patients at the early stages of metastatic disease.

The 67NR, 4T07, and 4T1 models permit controlled investigations into the microenvironmental changes that correlate with different stages of human disease. Despite the promise such models afford toward understanding the biology of metastatic disease, most efforts comparing these cell lines focus on the analysis of the tumor cells either in cell culture or primary tumors. In vitro, cultures have identified CXCR4 and miR‐200 as potential targets in modulating tumor cell plasticity.^38^, ^39^ Other studies demonstrated that increased metastatic potential correlates with increased adaptability to the microenvironment.^40^, ^41^ However, once these cell lines are inoculated in vivo, analysis of the primary tumor struggles to differentiate metastatic 4T1 cells from the invasive, nonmetastatic 4T07 cells.^35^, ^36^, ^37^ These findings are consistent with our study, wherein the immune cell distribution was highly similar between the 4T07 and 4T1 primary tumors and changes in gene expression correlated with the input cell lines rather than metastatic progression (Figure 1 and S4). The few studies that utilized these cell lines to monitor the biology at metastatic sites did not distinguish 4T07 nonmetastatic and 4T1 metastatic cancer. Walker II et al. reported that cytokine secretion in the spleen, serum, liver, and brain were all comparable between 4T07 and 4T1 mice.^56^ Bosiljcic et al. identified an immunosuppressive role of myeloid‐derived suppressor cells in the lungs of mice treated with both cell lines.^57^ We were able to advance this research and successfully delineate the 4T07 and 4T1 cell lines using the host biology through the combination of scaffolds and gene expression.

The nine genes identified in our signature (*Dhx9*, *Dusp12*, *Fhl1*, *Ifitm1*, *Ndufs1*, *Pja2*, *Slc1a3*, *Soga1*, and *Spon2*) have each been investigated for their role in cancer. Seven of the genes are reported to have primarily pro‐cancer functions. *Dhx9* (DExH‐Box Helicase 9; UniProt Q08211), *Dusp12* (Dual Specificity Phosphatase 12; UniProt Q9UNI6), and *Spon2* (Spondin 2; UniProt Q9BUD6) act as oncogenes and are strongly associated with tumorigenesis.^58^, ^59^, ^60^ *Ifitm1* (Interferon Induced Transmembrane Protein 1; UniProt P13164) has been directly tied to aggressiveness of breast cancer cells.^61^ *Slc1a3* (Solute Carrier Family 1 Member 3; UniProt P43003) and *Soga1* (Suppressor of Glucose, Autophagy Associated 1; UniProt O94964) enhance tumor metabolism and are associated with poor prognosis.^62^, ^63^ *Ndufs1* (NADH:Ubiquinone Oxidoreductase Core Subunit S1; UniProt P28331) is involved in the adaptability of tumor cells to their environment, particularly at low pH.^64^ Furthermore, *Dhx9*, *Dusp12*, *Fhl1*, and *Ifitm1* are each correlated with the invasion of tumor‐infiltrating immune cells into the microenvironment.^59^, ^65^, ^66^, ^67^ In contrast, *Pja2* (Praja Ring Finger Ubiquitin Ligase 2; UniProt O43164) promotes anti‐cancer M1 macrophage polarization.^68^ Interestingly, *Fhl1* (Four and a Half LIM Domains 1; UniProt Q13642) suppresses tumor growth, yet the phosphorylated protein acts as a tumor promoter.^69^ Since the data collected herein is at the genomic level, we cannot discern the extent of phosphorylation in our system.

Gene signatures derived from the primary tumor or blood have quickly become a popular approach to cancer research.^6^ However, these human‐derived signatures are limited by clinically available data. Diagnostic signatures focus on the extremes (healthy vs. cancer, stage I vs. stage IV) to increase efficacy.^12^, ^13^, ^14^, ^15^ Prognostic signatures are developed across the disease spectrum and are often as correlated with the stage of disease as they are with gene expression.^70^, ^71^, ^72^, ^73^, ^74^, ^75^ In fact, most breast cancer signatures that claim to have clinical value do not outperform random gene sets and are rather artifacts of increased proliferation in cancer.^51^, ^52^ When a selection of human gene signatures was applied to lungs in our system, each failed to match the ability of our signature to delineate metastatic potential against random gene sets (Figure S10).^70^, ^71^, ^73^, ^74^, ^75^, ^76^ We generated a 9‐gene signature that separates metastatic breast cancer from healthy, noninvasive, and invasive nonmetastatic counterparts (Figure 4). Our signature outperforms random gene sets, applies across the entire disease spectrum, is effective in independent mouse studies (Figure 5), and each gene is differentially expressed in human lung cancer (Figure 6).

In conclusion, this unique signature effectively identifies metastatic disease from invasive, nonmetastatic disease prior to the formation of a secondary tumor. Currently, at early time points (days 7 and 14) both the 4T07 and 4T1 models would be diagnosed as regional breast cancer (Stage II/III) since tumor cells are found in the lymph nodes, but there are no detectable secondary tumors.^77^ The engineered metastatic niche provides a platform for diagnosing metastatic breast cancer without secondary tumor formation. The use of the signature with the engineered niche has utility in initial staging of disease and could further be applied after the resection of the primary tumor to analyze for disease recurrence. The reported methodology and signature could be highly effective in a translational setting and would be important to evaluate in a clinical study that would incorporate greater genetic variation and patient factors. Furthermore, the methods outlined herein are not limited to breast cancer and could be applied to identify similar signatures for other cancer types. Given the toxic nature of cancer therapies, it is important to administer these drugs to patients who truly need them, avoiding devastating side effects in the nearly 30% of all women who will be diagnosed with nonmetastatic breast cancer in their lifetime.

## 4 MATERIALS AND METHODS

All materials were obtained from Thermo Fisher Scientific (Waltham, MA) unless otherwise stated.

### 4.1 Scaffold fabrication

Porous, polycaprolactone scaffolds were constructed as previously described^25^, ^26^, ^27^, ^28^ (Figure S11). Briefly, ester‐terminated polycaprolactone (Evonik; Essen, Germany) was mixed with sodium chloride (250–425 μm) at a ratio of 1:30 at 85°C for 30 min. Once the mixture cooled to room temperature, 77.5–80.0 mg of the solution was pressed into 5 mm × 2 mm (*d* × *h*) disks using a hydraulic press at 1000 psi for 45 s. Scaffolds were heated at 60°C for 5 min per side to form a continuous polymer structure. Subsequently, scaffolds were incubated in deionized water for 1.5 h at room temperature to leach out the salt, sterilized in 70% ethanol, and stored at −80°C until use.

### 4.2 Cell lines and culture

The 67NR (nonmetastatic), 4T07 (micro‐metastatic), and 4T1 (metastatic) murine triple‐negative breast cancer cell lines were derived from a single spontaneous tumor in a female BALB/cfC3H mouse,^32^, ^33^, ^34^ with female mice used due to breast cancer having a greater incidence in women. The 67NR and 4T07 cell lines were purchased from the Karmanos Institute at Wayne State University. The 4T1 cell line was obtained from Perkin Elmer (Waltham, MA). Cells were maintained in high glucose DMEM supplemented with 10% (v/v) fetal bovine serum (VWR; Radnor, PA), 2 mM L‐glutamine, and 1 mM mixed nonessential amino acids.

### 4.3 Animal studies

All animal studies were conducted with approval from and in accordance with the University of Michigan Institutional Animal Care and Use Committee guidelines and protocols (PRO00009715). Scaffolds were implanted subcutaneously into female BALB/c mice (Jackson Laboratory; Bar Harbor, ME) at 7–8 weeks‐old as previously described^25^, ^26^, ^27^, ^28^, ^31^ (Figure S11). Mice were anesthetized via 2% isoflurane and provided carprofen analgesia (5 mg/kg, subcutaneous injection). Scaffolds were implanted through a small incision made on the upper back of the mice, which was sealed with sterile wound clips (Reflex 7 mm). Scaffolds were allowed to equilibrate in the subcutaneous space for 2 weeks before the mice received 50 μL orthotopic inoculations of 67NR, 4T07, or 4T1 cells at a concentration of 40 million cells/mL phosphate buffered saline (PBS) in the fourth, right mammary fat pad (2 million cells/mouse).^25^, ^26^, ^27^, ^31^, ^45^ Tumors were allowed to progress for 7‐, 14‐ or 21‐days post‐inoculation. Healthy mice without tumors acted as controls. Animal cages were randomly assigned to cell lines and time points prior to tumor inoculation.

### 4.4 Flow cytometry

Lungs, scaffolds, primary tumors, and spleens were explanted from mice either 7‐ or 14‐days after tumor inoculation for flow cytometry.^25^, ^28^, ^31^ Tissues were extracted from healthy mice at each time point to as controls. Lungs, scaffolds, and primary tumors were minced and digested with Liberase (Roche; Basel, Switzerland). All tissues were processed through a 70 μm filter to a single cell suspension, washed with MACS buffer (PBS containing 0.5% (v/v) bovine serum albumin and 2 mM EDTA), blocked with an anti‐mouse CD16/CD21 antibody, and stained with conjugated primary antibodies to identify immune cell populations. Samples were processed on a ZE5 Cell Analyzer (Bio‐Rad; Hercules, CA) and analyzed with FlowJo (BD; Franklin Lakes, NJ).

Immune cells were defined by expression of anti‐mouse CD45 (AF700; Biolegend; San Diego, CA). Immune cell populations were identified using anti‐mouse antibodies (Biolegend) in two panels. Panel 1 (innate immunity) included CD11b (BV510), F4/80 (PECy7), Gr1 (PacBlue), Ly6C (PE), and CD11c (APC). Panel 2 (adaptive immunity) included CD4 (BV510), CD8 (FITC), CD19 (PacBlue), and CD49b (PECy7). Cell types were classified as follows: macrophages (CD11b + F4/80+), neutrophils (CD11b + Gr1+), monocytes (CD11b + Ly6C+), dendritic cells (CD11c + F4/80‐), CD4+ T Cells (CD4+), CD8+ T Cells (CD8+), B Cells (CD19+), and NK Cells (CD49b+).

### 4.5 Library preparation and RNA‐sequencing

Lungs, scaffolds, primary tumors, and spleens were explanted from mice 14‐days after tumor inoculation for RNA‐sequencing.^26^, ^27^ Lungs, scaffolds, and spleens were simultaneously extracted from healthy mice. Tissues were immediately flash‐frozen in isopentane. Frozen tissues were transferred to new tubes containing TRIzol and immediately homogenized. Samples were centrifuged at 10,000 × *g* for 10 min and the supernatant was collected for RNA extraction via the Rneasy® Mini kit (Qiagen; Hilden, Germany). RNA was eluted into nuclease‐free deionized water and submitted to the University of Michigan Advanced Genomics Core for sequencing. Quality control was completed with an Agilent TapeStation (Santa Clara, CA). Library preparation was conducted using QuantSeq (Lexogen; Vienna, Austria) and the samples were sequenced on a NovaSeq (SP) 100 cycle (Illumina; San Diego, CA) with an estimated 10 million reads/sample.

The raw gene count matrices for each tissue acted as inputs for DESeq2 in R.^78^ Genes with a count of 10 or under across all samples were filtered out. DESeq2 was used to normalize gene counts and identify differentially expressed genes between each condition (control, 67NR, 4T07, 4T1) within a given tissue. The mixOmics package in R^50^ was used to identify an initial gene set for the determination of tissue‐specific signatures. The members of the signatures were further narrowed down through polymerase chain reaction (PCR) validation.

### 4.6 Gene set enrichment analysis (GSEA)

All mouse genes were converted to their human orthologs using biomaRt.^79^, ^80^ The normalized tables outputted from DESeq2 (with human genes) were used as the expression datasets for GSEA. Gene sets were selected from the hallmark, curated, and gene ontology databases. Other GSEA parameters were set to 1000 permutations, with no collapse, with a permutation type of “gene_set.” Up‐ and down‐regulated pathways were identified between the conditions within each tissue independently.

### 4.7 PCR testing

Lungs, scaffolds, and blood were extracted from mice at 0‐ (healthy), 7‐, 14‐, and 21‐days after tumor inoculation. Lungs and scaffolds were immediately flash‐frozen with isopentane and RNA was collected as described for RNA sequencing. Blood was collected by cardiac puncture into tubes containing 25 mM ETDA. Blood RNA was immediately isolated using a Mouse RiboPure™‐Blood RNA Isolation Kit. The concentration and quality of RNA were measured by a Nanodrop 2000. RNA was converted to cDNA with the iScript™ cDNA Synthesis Kit (Bio‐Rad). PCR was conducted using the QuantiTect SYBR Green master mix (Qiagen).^26^, ^81^ Briefly, 0.5 μg cDNA in SYBR Green was added to the bottom of a 384‐well plate. Forward and reverse primers, diluted to 1 μM, were layered on top of the cDNA (Table S6). Plates were sealed and read on a QuantStudio 5 using the program for ∆∆*C*_*T*_. The outputs were analyzed with the Design & Analysis Software (v2.6.0) to obtain *C*_*q*_ values. Fold changes of tumor‐bearing animals relative to the healthy controls were obtained using *Polr2a*, *Ubc*, and *Ywhaz* as endogenous controls.

### 4.8 External data sets

The translatability of the scaffold‐derived signature to other mouse and human models was conducted using publicly available datasets. Normalized RNA‐sequencing data of cultured 67NR, 4T07, and 4T1 cell lines and lungs in FVB/NJ mouse models of metastatic breast cancer were obtained from the Gene Expression Omnibus (GEO) series GSE150928 with alignment to the mm9 mouse genome.^82^ Healthy lungs from mice were compared to lungs from transgenic MMTV‐PyMT mice and from mice that received orthotopic inoculations of 6DT1, MET1, or MVT1 metastatic breast cancer cell lines. Human RNA‐sequencing data from normal lung, lung tumors, and metastatic breast cancer tissues was obtained using the TMNplot tool, where the developers pre‐analyzed data from over 11,000 TCGA files.^54^

### 4.9 Statistical analysis

Statistical significance between the immune cell populations and PCR gene expression was determined using two‐way ANOVA with Tukey's correction for multiple hypothesis testing using GraphPad Prism 9. Significance of the TCGA data was determined with a Kruskal–Wallis test assuming non‐Gaussian distributions using GraphPad Prism 9. Hierarchical clustering of heatmaps was completed using the “complete” agglomeration method in R. Adjusted *p*‐values of differential gene expression were calculated with DESeq2 using the Wald test with the Benjamini and Hochberg correction for multiple hypothesis testing. Significance of signaling pathways were determined using GSEA. ROC curves were generated by calculating the distance from each point on the PCA plot to the center of the 4T1 centroid, where 4T1 samples were positive cases and control, 67NR, and 4T07 samples were negative cases. The number of principal components (PCs) used for this calculation was determined with eigenvalues (using the Kaiser rule in Prism), which selected two components for each plot.

To calculate the significance of the signatures, PCA was run on 1000 random permutations of genes (of the same size as the signature). For each permutation, we calculated the average Euclidean distance between the 4T1 samples and the other conditions using PC1 and PC2 as the axes. The *p*‐value was calculated as the fraction of permutations where the 4T1 samples had no overlap and had an average distance within one standard deviation of the signature (see Supplementary Material for further details). This process was repeated 1000 times. Significance of the scaffold signature on the lungs was calculated through the same methods, with the *p*‐value defined as the fraction of random permutations with an average separation distance greater than the signature. Figures with error bars depict mean ± SEM with α = 0.05 unless otherwise stated.

## 5 CONCLUSIONS

Using an engineered metastatic niche, we identified a 9‐gene signature (*Dhx9*, *Dusp12*, *Fhl1*, *Ifitm1*, *Ndufs1*, *Pja2*, *Slc1a3*, *Soga1*, *Spon2*) that successfully delineated metastatic breast cancer from nonmetastatic breast cancers including an invasive cell line without metastatic potential. This signature was not successful in traditional liquid biopsy but was highly efficient in the native metastatic site (lung), emphasizing the importance of tissue analysis in cancer diagnostics. Each gene was identified in the human transcriptome and differentially expressed in lung cancer. The reported signature combined with engineered niche could be highly effective in a clinical setting, where preventing over‐ and under‐treatment remains a key challenge.

## AUTHOR CONTRIBUTIONS

**Sophia Orbach:** Conceptualization (lead); data curation (lead); formal analysis (lead); funding acquisition (supporting); investigation (lead); methodology (equal); visualization (lead); writing – original draft (lead); writing – review and editing (equal). **Christian DeVaull:** Formal analysis (supporting); investigation (supporting). **Elizabeth Bealer:** Investigation (supporting); writing – review and editing (supporting). **Brian Ross:** Investigation (supporting); writing – review and editing (supporting). **Jacqueline Jeruss:** Funding acquisition (supporting); supervision (supporting). **Lonnie Shea:** Conceptualization (supporting); funding acquisition (lead); methodology (equal); supervision (lead); writing – review and editing (equal).

## CONFLICT OF INTEREST STATEMENT

Lonnie D. Shea and Jacqueline S. Jeruss have pending patent applications US20170281798A1 (Northwestern University) and US2017012556 (University of Michigan) with the scaffold technology. The remaining authors have no conflicts of interest to declare.

## Supporting information

**Data S1:** Supporting information Click here for additional data file.

**Data S2:** Supporting information Click here for additional data file.

## Data Availability

The RNA‐sequencing data that support these findings are openly available in the NCBI GEO repository, accession GSE233001. Data not included in the manuscript or supplementary material are available from the authors upon request.

# Supplementary material for: An engineered niche delineates metastatic potential of breast cancer
**Source:** Bioeng Transl Med. 2023 Sep 29;9(1):e10606. doi: 10.1002/btm2.10606
**Supplement:** Supplementary file 1 — Data S1: Supporting information

**Supplementary Material**

Code used to calculate p-value of signatures using comparisons to random gene sets

**File 1: wrapper.R**

*#Load packages*

library(dplyr)

library(sf)

*#Call functions*

source("~/p.function.R")

*#Read in normalized RNA data, identify sample names, and input signature genes*

data <- read.csv('normalized.scaf.csv', header = T, row.names = 1)

sample <- rep(c('Control', '67NR', '4T07', '4T1'), each = 3)

sig_genes <- c('Dhx9', 'Dusp12', 'Fhl1', 'Ifitm1', 'Ndufs1', 'Pja2', 'Slc1a3', 'Soga1', 'Spon2')

*#Calculate the distance between the 4T1 data points and the control, 67NR, and 4T07data points on a PCA #plot using PC1 and PC2*

*#Store the average distance between clusters (sig_dist) and distance minus one standard deviation (one_sd)*

dist <- sig.p(data, sample)

sig_dist <- dist[[1]]

one_sd <- dist[[2]]

*#Calculate the fraction of random gene sets with distance greater than the signature (third term = sig_dist) or*

*#within one standard deviation of the signature (thid term = one_sd)*

results <- p.value(data, sample, sig_dist)

*#Save and visualize p-values*

write.csv(results, 'p.values.csv')

hist(results)

**File 2: p.function.R**

*#Calculate the distance between the 4T1 data points and the control, 67NR, and 4T07 data points on a PCA #plot using PC1 and PC2*

*#To calculate the standard deviation, the distance is calculated between each pair of 4T1 points with the #control, 67NR, and 4T07 points*

sig.p <- function(tissue, sample) {

*#Subset RNA-seq data to isolate signature*

data <- t(tissue[sig_genes,])

*#Run PCA*

pca1 <- prcomp(data, scale. = T)

*#Identify the (PC1, PC2) coordinates for each sample*

control <- pca1$x[sample == 'Control', 1:2]

nr <- pca1$x[sample == '67NR', 1:2]

t07 <- pca1$x[sample == '4T07', 1:2]

t1 <- pca1$x[sample == '4T1', 1:2]

*#Calculate the distance between each 4T1-control pair*

control_dist <- matrix(, nrow = 3, ncol = 3)

for (i in 1:3) {

for (j in 1:3) {

control_dist[i,j] <- sqrt(sum((matrix(control[i,]) - matrix(t1[j,]))^2))

}

}

*#Calculate the distance between each 4T1-67NR pair*

nr_dist <- matrix(, nrow = 3, ncol = 3)

for (i in 1:3) {

for (j in 1:3) {

nr_dist[i,j] <- sqrt(sum((matrix(nr[i,]) - matrix(t1[j,]))^2))

}

}

*#Calculate the distance between each 4T1-4T07 pair*

t07_dist <- matrix(, nrow = 3, ncol = 3)

for (i in 1:3) {

for (j in 1:3) {

t07_dist[i,j] <- sqrt(sum((matrix(t07[i,]) - matrix(t1[j,]))^2))

}

}

*#Calculate the average distance between the 4T1 clusters*

sig_dist <- mean(c(control_dist, nr_dist, t07_dist))

*#Calculate the standard deviation of all distances*

sd_dist <- sd(c(control_dist, nr_dist, t07_dist))

one_sd <- sig_dist - sd_dist

*#Return average distance (sig_dist) and average distance minus one standard deviation (one_sd)*

out <- list(sig_dist, one_sd)

return(out)

}

*#Calculate the fraction of random gene sets with distance greater than the signature*

*#To expedite run, distances were calculated between the centroids of each cluster*

p.value <- function(tissue, sample, dist) {

p <- matrix(, nrow = 1000, ncol = 1)

for (j in 1:1000) {

results <- matrix(, nrow = 1000, ncol = 1)

for (i in 1:1000) {

*#Subset RNA-seq data with random sampling of 9 genes (# genes in signature)*

data <- t(sample_n(tissue, 9))

*#Run PCA*

pca1 <- prcomp(data, scale. = T)

*#Calculate the centroid (PC1, PC2) of each group of cells on the PCA plot*

control <- pca1$x[sample == 'Control', 1:2]

control <- rbind(control, control[1,])

control = st_polygon(list(control))

control_center <- st_centroid(control)

nr <- pca1$x[sample == '67NR', 1:2]

nr <- rbind(nr, nr[1,])

nr = st_polygon(list(nr))

nr_center <- st_centroid(nr)

t07 <- pca1$x[sample == '4T07', 1:2]

t07 <- rbind(t07, t07[1,])

t07 = st_polygon(list(t07))

t07_center <- st_centroid(t07)

t1 <- pca1$x[sample == '4T1', 1:2]

t1 <- rbind(t1, t1[1,])

t1 = st_polygon(list(t1))

t1_center <- st_centroid(t1)

*#Calculate the average distance between the 4T1 samples and the control, 67NR, and 4T07 samples*

control_dist <- sqrt(sum((matrix(t1_center) - matrix(control_center))^2))

nr_dist <- sqrt(sum((matrix(t1_center) - matrix(nr_center))^2))

t07_dist <- sqrt(sum((matrix(t1_center) - matrix(t07_center))^2))

distance <- mean(c(control_dist, nr_dist, t07_dist))

*#Return TRUE if the calculated distance is greater than the signature (better separation)*

*#Return FALSE if the calculated distance is smaller than the signature (worse separation)*

results[i] <- all(distance >= dist)

}

print(j)

*#Calculate the fraction of random gene sets with better separation than the signature*

p[j] <- length(results[results == TRUE])/1000

}

return(p)

}

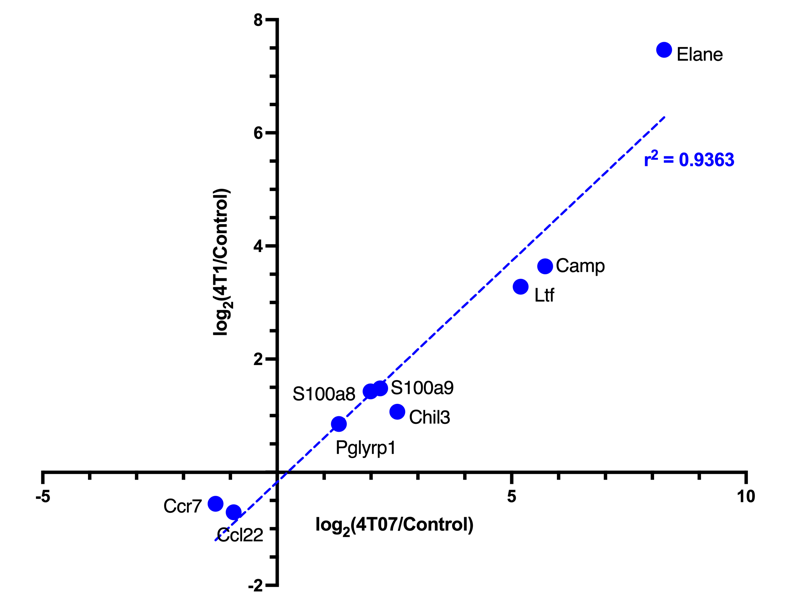

**Figure S1:** Correlation of 4T07 and 4T1 gene expression in the scaffolds for the signature identified by Oakes, R.S. *et al*. (doi: 10.1158/0008-5472.CAN-19-1932). Nine out of ten genes were found in our data set, with *Bmp15* not present. These genes, enriched in neutrophils and MDSCs, were highly correlated between 4T07 and 4T1 scaffolds relative to healthy controls.

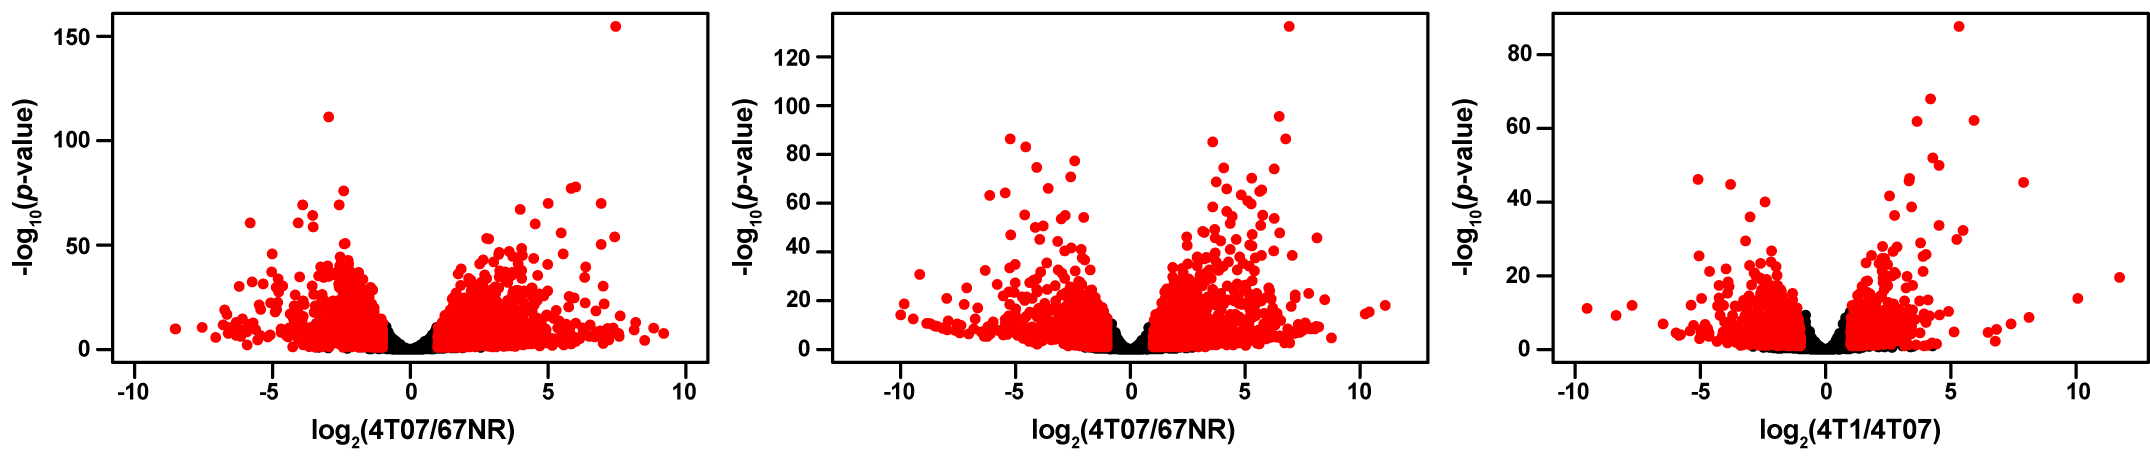

**Figure S2:** Volcano plots of the differentially expressed genes between each primary tumor pair. Red dots correlate to genes with adjusted *p*-values < 0.05 and fold change > 2.0.

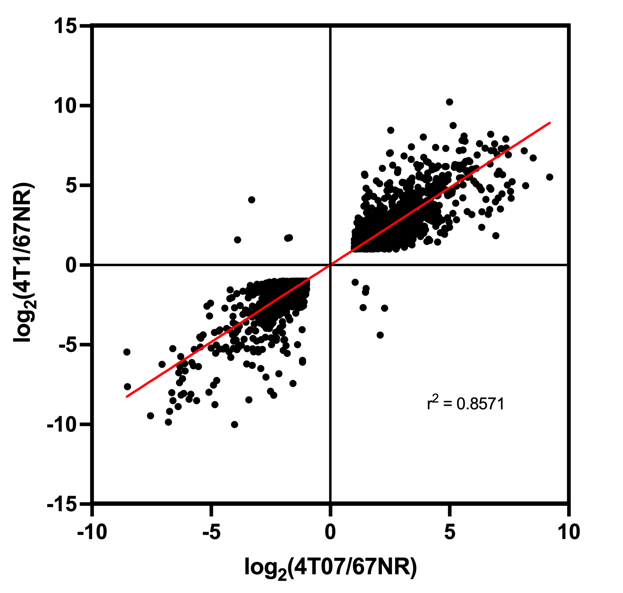

**Figure S3:** Correlation of differentially expressed genes in 4T07 and 4T1 primary tumors relative to 67NR.

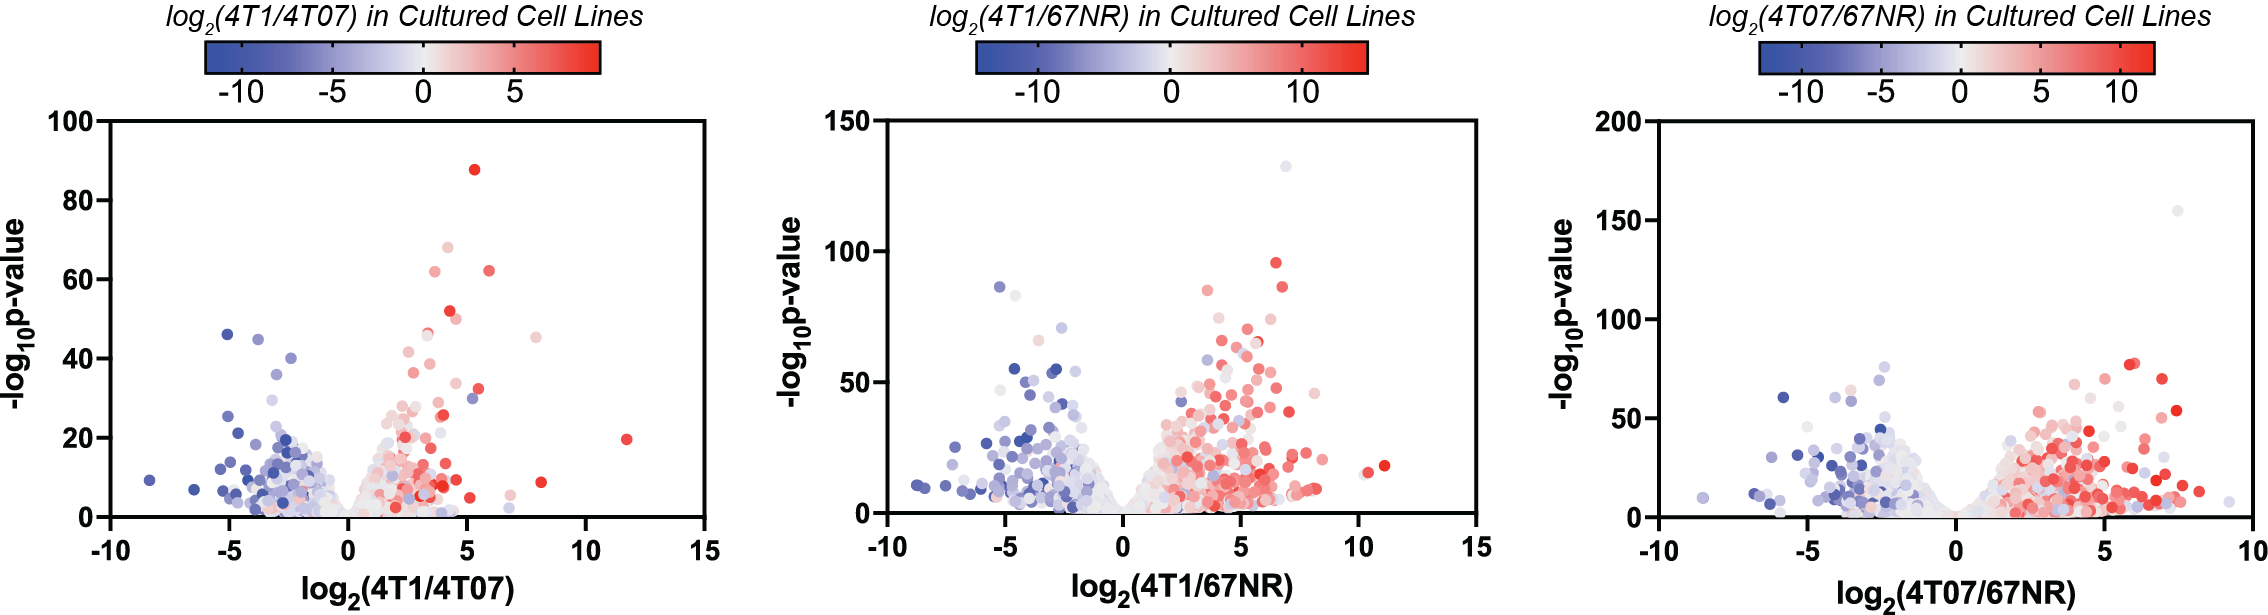

**Figure S4:** Volcano plots comparing each pair of primary tumors. Color scheme correlates with the fold change of gene expression in the cultured cell lines as reported in the GSE150928 data set.

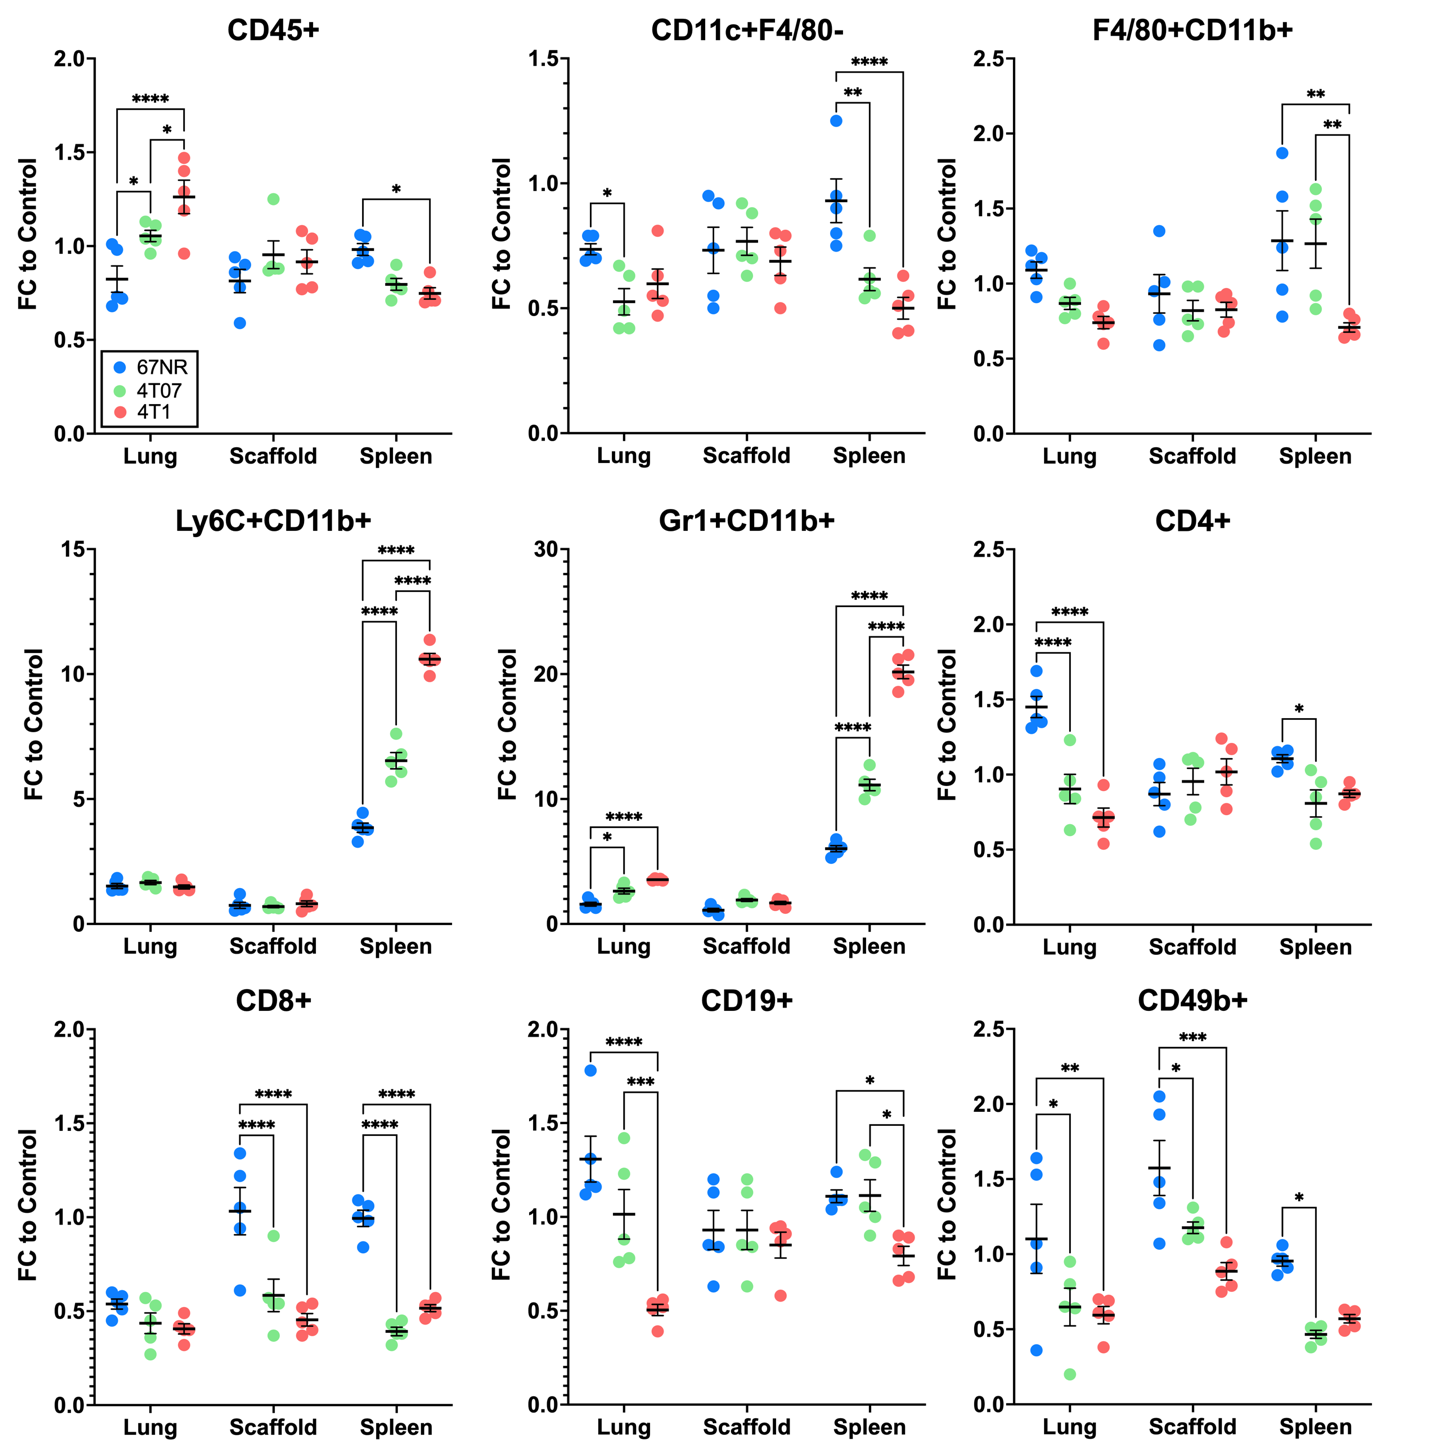

**Figure S5:** Diseases-induced changes in immune cell populations in the lung, scaffold, and spleen on day 14. Populations included all immune cells (CD45+), dendritic cells (CD11c+F4/80-), macrophages (F4/80+CD11b+), monocytes (Ly6C+CD11b+), neutrophils (Gr1+Cd11b+), CD4+ T cells (CD4+), CD8+ T cells (CD8+), B cells (CD19+), and NK cells (CD49b+), *n* = 5 mice per condition, **p* < 0.05, ***p* < 0.01, ****p* < 0.001, *****p* < 0.0001.

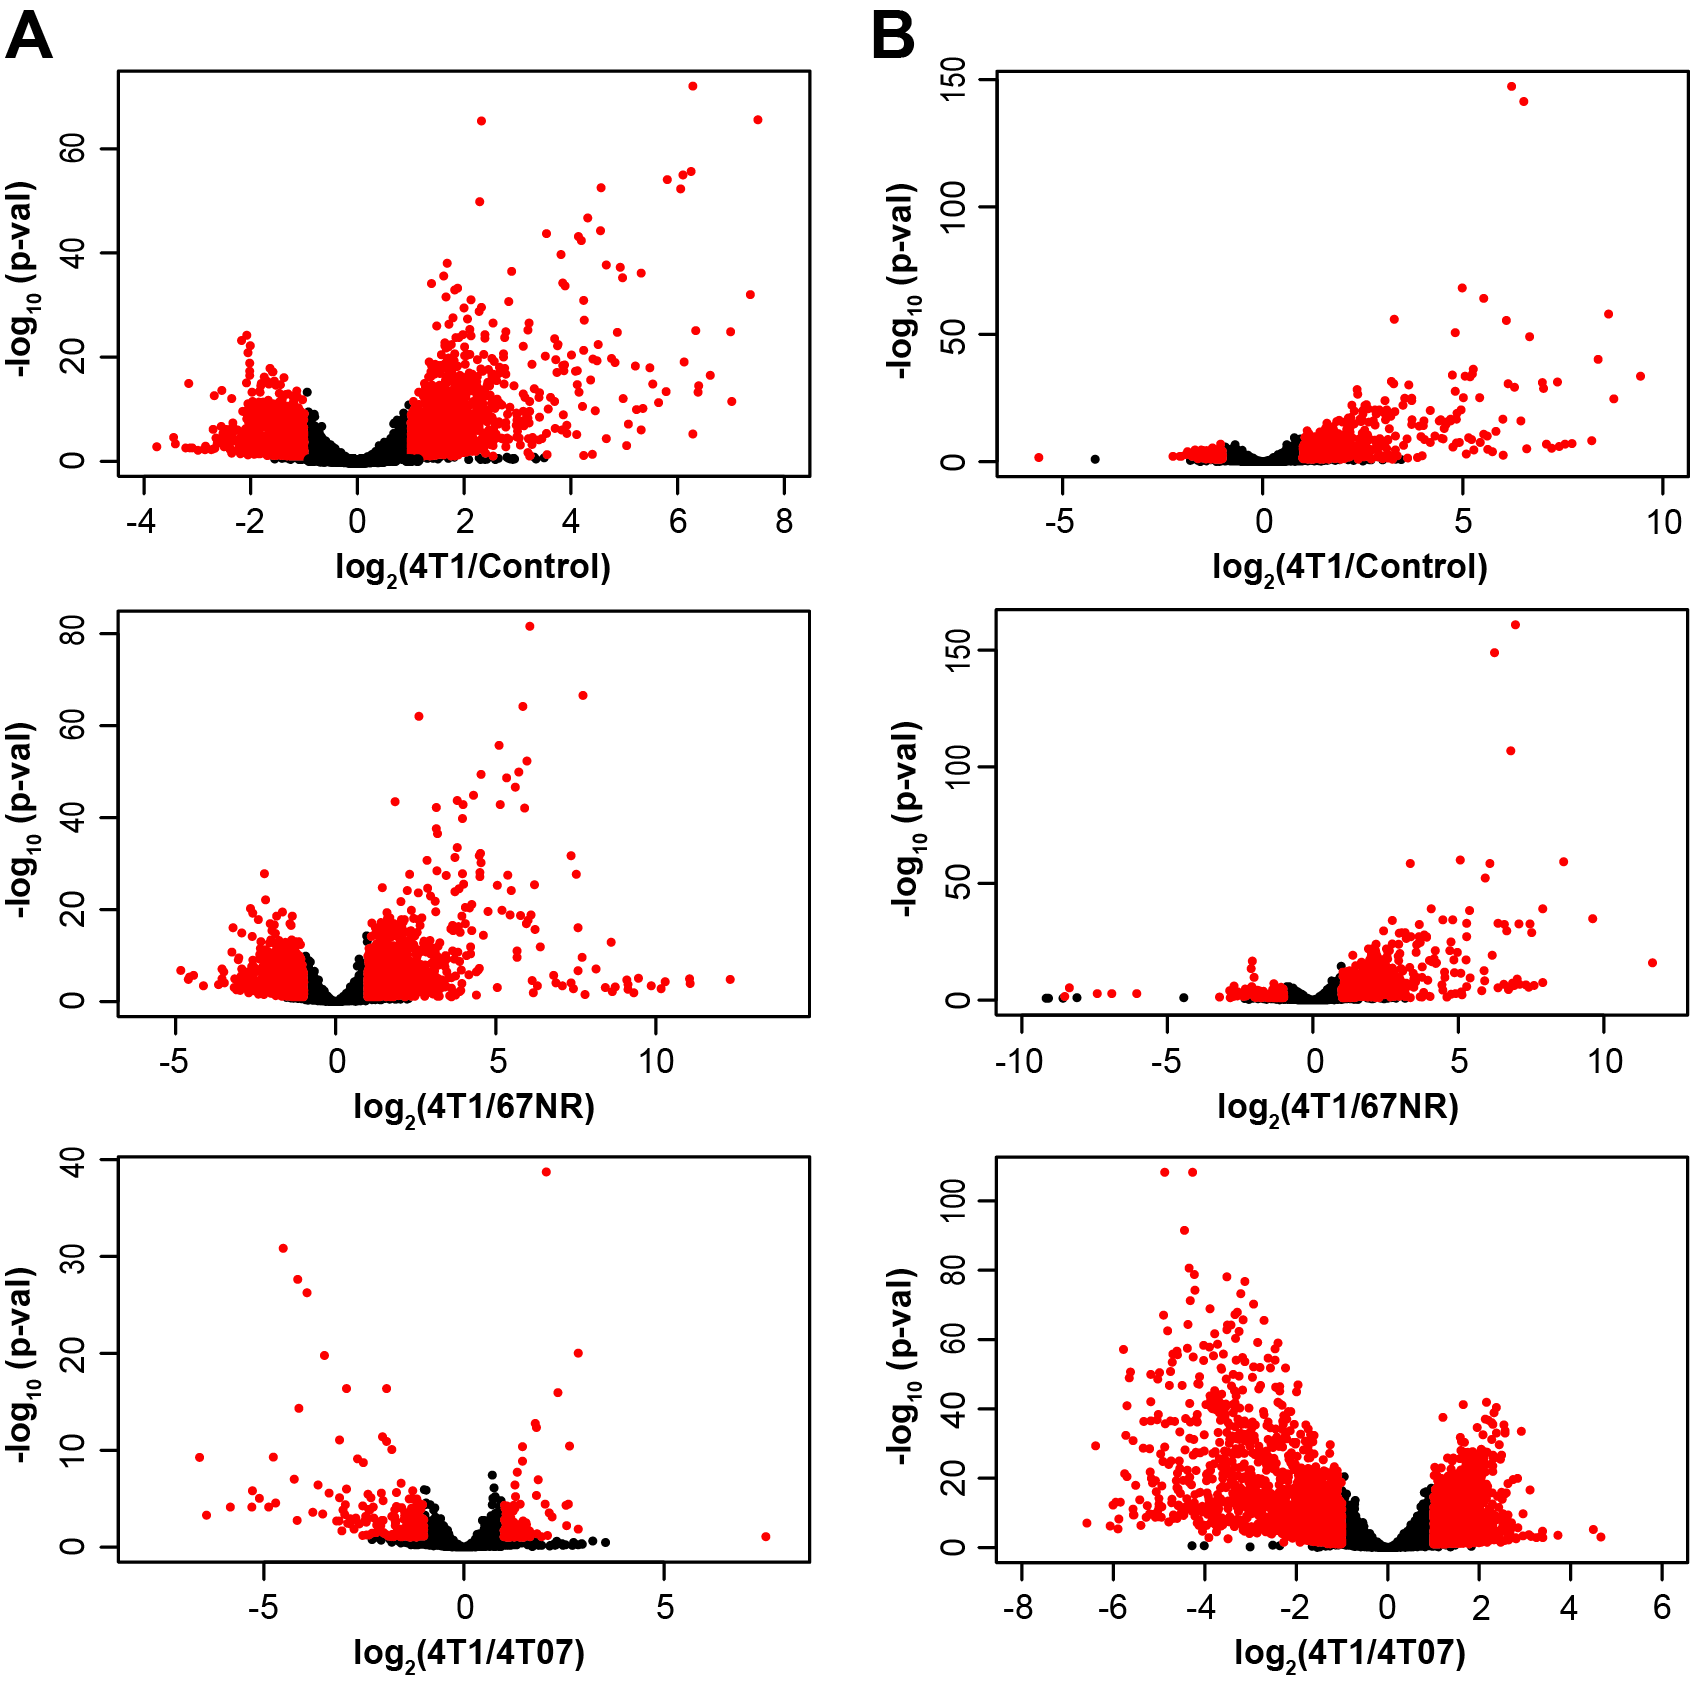

**Figure S6:** Differentially expressed genes between 4T1 samples and the other conditions in the (**A**) spleen and (**B**) lung. Red denotes genes with fold change > 2.0 and *p*-value < 0.10.

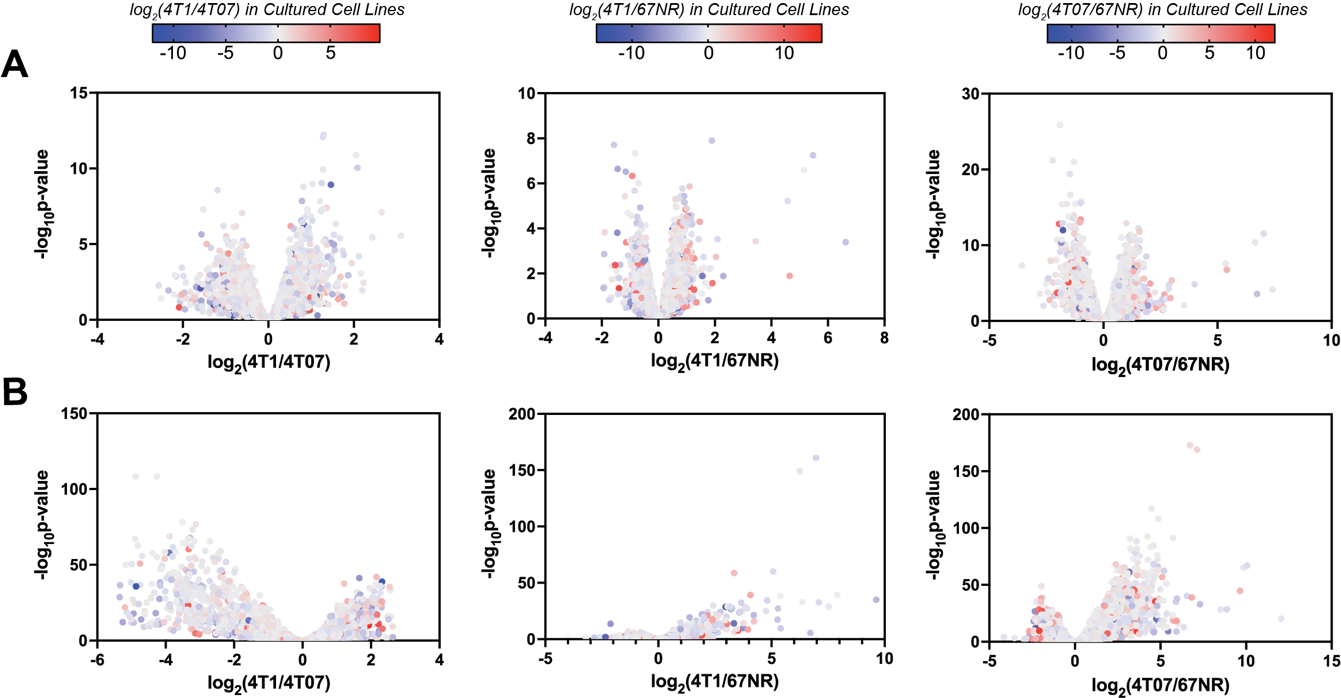

**Figure S7:** Volcano plots comparing each diseased pair in the (**A**) scaffold and (**B**) lung. Color scheme correlates with the fold change of gene expression in the cultured cell lines as reported in the GSE150928 data set.

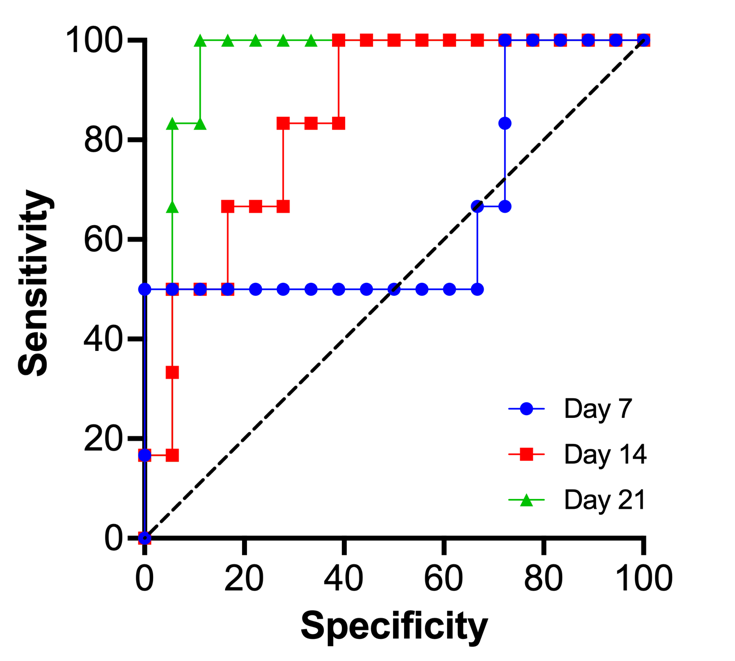

**Figure S8:** Sensitivity-specificity plots were used as receiver operating characteristic curves (ROC) using PC1 and PC2 as coordinates. Points were ranked by the distance from the centroid of the 4T1 cluster, where 4T1 samples were considered positives and all other samples (control, 67NR, 4T07) were considered negatives.

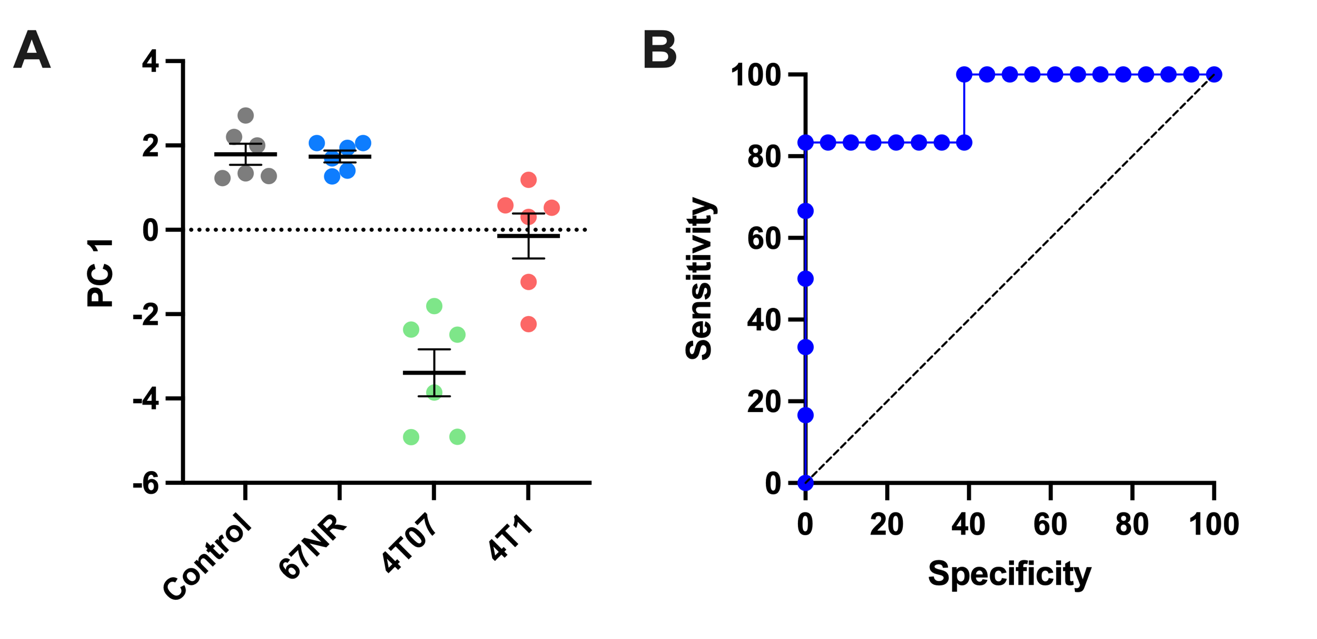

**Figure S9:** Signature validation at day 7 using one principal component. (**A**) Plot of PC1 coordinates. (**B**) Sensitivity-specificity plot where points were ranked by the distance from the average of the 4T1 cluster, where 4T1 samples were considered positives and all other samples (control, 67NR, 4T07) were considered negatives.

**Supplementary Figure S10:** The reported signature outperforms published gene signatures on clinical breast cancers at differentiating metastatic potential in the mouse lungs^1-6^. The AUC identifies the separation of 4T1 lungs from control, 67NR, and 4T07 lungs. The p-value detects how well the signatures outperform random gene sets of the same size.

**Figure S11:** Experimental schematic.

**References**

**1.** Li Y, Feng J, Wang T, et al. Construction of an immunogenic cell death-based risk score prognosis model in breast cancer. *Front Genet.* 2022;13:1069921.

**2.** Ma J, Chen C, Liu S, et al. Identification of a five genes prognosis signature for triple-negative breast cancer using multi-omics methods and bioinformatics analysis. *Cancer Gene Ther.* 2022;29(11):1578-1589.

**3.** Shimizu H, Nakayama KI. A 23 gene-based molecular prognostic score precisely predicts overall survival of breast cancer patients. *EBioMedicine.* 2019;46:150-159.

**4.** Yang YS, Ren YX, Liu CL, et al. The early-stage triple-negative breast cancer landscape derives a novel prognostic signature and therapeutic target. *Breast Cancer Res Treat.* 2022;193(2):319-330.

**5.** Zhang J, Pan S, Han C, et al. Combination of Immune-Related Network and Molecular Typing Analysis Defines a Three-Gene Signature for Predicting Prognosis of Triple-Negative Breast Cancer. *Biomolecules.* 2022;12(11).

**6.** Zou Y, Xie J, Zheng S, et al. Leveraging diverse cell-death patterns to predict the prognosis and drug sensitivity of triple-negative breast cancer patients after surgery. *Int J Surg.* 2022;107:106936.

How the deposited data were processed for this re-analysis (not part of the article)

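RNA sequencing was analysed for 45 samples, 3 per group: scaffolds, lungs and spleens from healthy control mice and from mice bearing 67NR, 4T07 or 4T1 tumors, and the primary tumors of the 3 lines, all taken on day 14. The authors prepared 3' tag libraries with unique molecular identifiers and sequenced them, and they deposited a table of counts per gene symbol, as whole numbers without normalization. The paper and the sample labels do not state the aligner, the annotation or whether reads with the same identifier were collapsed. In the paper, DESeq2 was run on these counts for each tissue, enrichment was computed with GSEA, and the signature was selected with mixOmics. The table has 55487 lines, 120 of which repeat a symbol; these were added up, giving 55367 gene symbols.

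Library totals ranged from 3491888 to 8175380 counts, with a median of 5149589. Levels are given as CPM, counts scaled to a library total of 1e6 without TMM factors, and a level of 3 counts was taken as the smallest that a library can show. A fold change against a group with no library above 3 counts is given as a lower bound against that floor. For 3 samples against 3 there are 10 splits, so a permutation test cannot give a share under 0.1, and by chance the samples of 2 such groups do not overlap in 10% of genes.

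Each tissue was fitted on its own, with all of its groups in one model and genes with more than 10 counts over the tissue. Differential expression was tested with edgeR 4.0.16 (R 4.3.3), using TMM normalization, the quasi-likelihood F test and Benjamini-Hochberg adjustment over the genes of a comparison. The thresholds are those of the paper: an adjusted p under 0.05 in tumors and under 0.10 in scaffolds, lungs and spleens, with a fold change over 2. The difference of log2(4T1/4T07) between tissues was tested as an interaction term in the same way, at an adjusted p under 0.10. Adjusted p-values given for genes come from edgeR unless DESeq2 is named.

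Gene sets were tested with fgsea 1.28.0 on genes ranked by the signal-to-noise ratio of DESeq2-normalized counts, with weight 1 and sets of 15 to 500 genes, at an adjusted p under 0.10. The sets were 1437 mouse Reactome pathways, whose 7111 Entrez identifiers gave 6998 symbols, 6937 of them in the table, and hand-written gene panels for 6 processes. Tumor dendrograms used complete linkage and Euclidean distances of z-scores of DESeq2-normalized counts. Markers of cell types were averaged on the log2 CPM scale and compared with exact permutation tests.

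For the 9-gene signature, principal components were computed on DESeq2-normalized, scaled counts of the 12 samples of a tissue, and the distances between the 4T1 samples and the 9 others on PC1 and PC2 were averaged over 27 pairs. Random sets of 9 genes were drawn in 100 repetitions of 1000. The AUC of the distance from the 4T1 centroid was tested over all 220 choices of 3 of 12 samples. Selection was repeated with mixOmics 6.26.0 (sparse partial least squares discriminant analysis, 1 component, 9 genes) for 100 drawn choices of 3 of the 12 scaffolds.

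The alternatives were the DESeq2 1.42.0 Wald test, DESeq2 size factors in edgeR, no count filter, at least 10 counts in every sample, only the 2 compared groups in a fit, each library left out in turn, limma 3.58.1 camera and the signed square root of the edgeR F for gene sets, other reference groups for correlations, other scales and distances, other ways of averaging the distances, and random genes matched on mean count. Later, after the data had been seen, an offset for transcript length, thinning to the lowest total of a tissue, removal of the 100 genes with the most counts, and restriction to genes of the lung (at least 5 CPM and more than 20 times the level in control spleens) were added.

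Genes named in the text follow a rule: every gene that the paper names, and for each tumor comparison and each comparison of 4T1 with 4T07, the 3 genes with the largest log2 fold change in each direction among those past the threshold whose 3 against 3 samples do not overlap and whose mean over the tissue is at least 5 CPM. Other named genes were chosen after their values were seen.

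The steps were tested on simulated data in which 200 genes were changed 4-fold. In the 4 tissues edgeR called from 92.5% to 96.0% of these genes and DESeq2 from 91.0% to 94.0%, with 1.05% to 5.88% of the calls in unchanged genes, and the interaction test called 87.4% of 199 genes. No unchanged gene set was called, and no random set was as far apart as a planted set of 9 genes. The simulated genes were drawn independently and the unchanged sets held random genes. False calls that come from correlation between genes could therefore not appear in this simulation. The 45 pairs of libraries within groups were compared, and none was identical.

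Cultured cell lines, patient data, FVB mice, PCR and flow cytometry were not analysed here, as the table holds none of them. The human hallmark, curated and ontology collections used in the paper were not analysed here. The labels do not link tissues of the same mouse, so no analysis was paired.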

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

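Of the tests in this part, those of spleen stroma, blood-forming cells, exchanged libraries, spleen RNA in scaffold library 22, lung RNA in scaffolds, and RNA of 4T07 and 67NR tumors in 4T07 libraries were chosen after the result was seen, while those of depth, transcript length, most counted genes, dilution and regrouped samples were chosen after the gene counts they address had been seen but before their own values. No group had more than 3 samples, so no single sample was tested for lying far from the others.

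The difference between 4T1 and 4T07 mice was not the same in the 3 tissues. By edgeR's quasi-likelihood test of the interaction, 4959 genes differed between scaffold and lung, 6577 between lung and spleen and 107 between scaffold and spleen. Of 100 regroupings drawn from 200, which divided the 4T07 and 4T1 samples of each tissue anew and included the real one, 4, 1 and 4 gave as many genes. Such regroupings also break up the difference between the lines within each tissue. They therefore cannot tell a difference that depends on the tissue from a line difference that is equal in both. Of the signature genes, the log2(4T1/4T07) of Dhx9 was 1.11 higher in scaffold than in lung, and that of Fhl1, Pja2, Soga1 and Spon2 differed by -2.23, -0.85, -1.43 and -1.06. Between lung and spleen the differences (lung minus spleen) were -1.27 for Dhx9, -0.52 for Dusp12, 2.23 for Fhl1, 1.33 for Pja2, 1.55 for Slc1a3 and 1.37 for Soga1. Both large sets of genes involve the lung, whose 4T07 samples carry the pattern described next, and a biological difference between the tissues cannot be told apart from RNA of another tissue in those lungs.

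A signal that the paper does not report, above the level in control mice, was found for 3 genes: Tlx1 at 13.2 ± 1.86 CPM (SD, n = 3) in 4T07 lungs against 0.463 ± 0.121 CPM in control lungs, Cel at 56.6 ± 14.3 CPM in 4T07 lungs against 0.282 ± 0.252 CPM in control lungs, and Rhox5 at 64.4 ± 32.1 CPM in 4T07 spleens, with no counts in control spleens. They were chosen after their values were seen. Tlx1 is a transcription factor of spleen stroma, and the first 2 signals belong to the pattern that more genes passed the threshold between 4T1 and 4T07 lungs than between 4T1 and control lungs.

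For that pattern, several technical explanations went against the data. With counts thinned to one total, 4938 genes passed between 4T1 and 4T07 lungs, with an offset for transcript length 5045, and without the 100 most counted genes 5105, each more than 1.5 times the count against control lungs. An exchange of lung and spleen libraries went against the data as well, as Sftpc was at 1798 CPM or more in the 4T07 lungs and at 21.6 CPM or less in every spleen.

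A dilution of lung RNA by other RNA does not account for the whole pattern, but may account for much of the number of genes. Genes restricted to lung took 1.88% to 4.14% of the counts in the 4T07 lungs and 8.28% to 10.2% in the other lungs. Of 477 of these genes, those also tested in scaffolds, 361 passed between 4T1 and 4T07 lungs when all genes were fitted together. When all 541 were normalized to each other, which would remove a dilution, 38 passed, against 15 in 4T1 against control lungs. This is still more than 1.5 times as many. In 4T07 lungs, 74 passed against control and 11 against 67NR lungs, compared with 6372 and 6522 over all genes. More of the restricted genes passed in 4T1 against 67NR and in 67NR against control lungs than in 4T07 against 67NR lungs. Against 67NR lungs, no excess of genes in the 4T07 lungs was therefore left.

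Spleen RNA in the 4T07 lung libraries remains a candidate explanation. The factors of spleen stroma were above every other lung in each 4T07 lung, and their lowest levels there were 73.9% of the mean in 4T07 spleens for Tlx1, 45.0% for Nr5a1 and 39.1% for Nkx2-3. For Nkx2-5, which had few counts, the lowest level was 9.74%, just under the 10% set for the test, so the test of all 4 factors did not decide. A rise of blood-forming cells without spleen stroma would leave Tlx1 unchanged, whereas it was at least 25.5-fold higher in 4T07 than in control lungs, where no library had more than 3 counts (edgeR's estimate of the log2 fold change, which depends on these few counts, was 4.84, adjusted p = 5.33e-09). The mean log2 CPM of marker panels shifted strongly, from 4.94 ± 0.29 (SD, n = 3) in control to 9.17 ± 0.26 in 4T07 lungs for erythroid precursors, 1.93 ± 0.12 to 8.39 ± 0.22 for immature neutrophils, 3.27 ± 0.17 to 7.33 ± 0.25 for proliferation and 10.62 ± 0.09 to 8.77 ± 0.48 for alveolar epithelium. In 4T1 lungs these panels were at 5.83 ± 0.43, 5.57 ± 0.59, 3.66 ± 0.26 and 10.42 ± 0.11. Tissue of the spleen or pancreas taken with the lungs, or RNA carried over between libraries, may account for part of the genes, and a biological change in the 4T07 lungs cannot be told apart from these explanations.

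Rhox5 was one of 12 genes that were counted in 67NR tumors and low in 4T07 and 4T1 tumors. Their median level was from 6.40% to 14.6% of that in 67NR tumors in the 3 spleens of 4T07 mice and lay above every 67NR and 4T1 spleen, so RNA of 67NR tumors, or of cells that express these genes, may be present in the 4T07 spleen libraries. A mouse bearing 4T07 tumors has no 67NR tumor, and the labels do not say whether the libraries were prepared together. Over 290 genes restricted to 4T07 tumors rather than spleens, the mean log2 level was at least 1.36 in the 4T07 spleens and at most 0.921 in the control spleens. Across these genes, the Spearman correlation with 4T07 tumors was lower in 4T07 spleens (0.563 to 0.585) than in control spleens (0.688 to 0.693). Of the genes that 4T07 tumors alone express, only 4 met the rule. Their median was at most 0.237% of the tumor level in 4T07 spleens, below every other spleen, against 0.266% to 0.981% in control spleens. These few genes lay near the floor and the mean level went the other way. RNA of 4T07 tumors in these spleens could therefore not be decided. In the 4T07 lungs the median level of the 67NR tumor genes was from 1.38% to 5.27%. This is under the 10% that was set, after the result was seen, as the least that might explain the number of changed genes in lungs, but above the 1% that was set for the spleens, so 67NR tumor RNA in small amounts was not ruled out there. The level of these genes fell in the order of the library numbers in all 4 tissues of the 4T07 mice: 5.90%, 1.23% and 0.781% in scaffolds, 5.27%, 2.78% and 1.38% in lungs, 14.6%, 9.30% and 6.40% in spleens and 3.32%, 1.09% and 0.481% in tumors. The labels do not say whether this order follows the mice or the preparation, and neither was tested. No biological explanation was tested for these genes.

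In scaffolds, more genes passed between 4T07 and control mice than between 4T1 and control mice. The count was 1605 with counts thinned to one total, 1477 with the length offset, 1620 without the 100 most counted genes and 1608 without library 22, the 4T07 scaffold with the highest level of Tlx1, against 6 to 38 in 4T1 against control scaffolds. Depth, length, the most counted genes and spleen RNA in that library therefore do not account for it, and a wider response of the scaffold to 4T07 tumors is a hypothesis found and tested on the same data. The 67NR tumor genes had a median of 0.781% to 5.90% of their tumor level in the 4T07 scaffolds, against at most 1.60% elsewhere. The 5.90% was that of library 22. The other 4T07 scaffolds lay at 1.23% and 0.781%, within the 0.482% to 1.60% of the 4T1 scaffolds. Both were above the control and 67NR scaffolds, which reached at most 0.629%. The pattern held without library 22 (1608 against 38 genes), which argues against RNA of 67NR tumors as its source. The 4 genes of 4T07 tumors were at 0.987% to 1.64% in 4T07 and 0.757% to 2.98% in control scaffolds. RNA of other sources was not ruled out, so the pattern cannot be called biological. Genes chosen as high in control lungs relative to control spleens were also counted in the scaffold libraries, at 0.604% to 0.702% of the counts. Tumors held 0.411% to 0.883%, so cells outside the lung may express these genes. Over 541 genes restricted to lung, the median correlation with control lungs was 0.557 in scaffolds, 0.521 in tumors and 0.635 in spleens. Spleens hold little of these genes by the way they were chosen and still had the highest value, so this test could not decide whether lung RNA was carried into the scaffold libraries.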

How the results depend on the processing

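The tests behind the correlation of lung and scaffold without library 22 and behind the correlation of the tumors with separate 67NR tumors were written before their values were seen, and the alternatives with transcript length, thinning, removal of the 100 most counted genes and genes restricted to lung were chosen after seeing the data. Of 96 results that answer a comparison, 29 kept their direction and their side of the threshold, or stayed within the spread of replicates or 1.5 times the count, under every setting that was run for them. Fits with 1 library left out were run for 80 of the 96. Under settings other than leaving out a library, 375 values were recomputed, of which 276 did so, 15 were weaker, 4 were stronger, 0 reversed and 80 moved. With 1 library left out, 446 of 585 values did so, 16 were weaker, 6 stronger, 4 reversed and 113 moved. For 169 single genes and comparisons, 716 of 778 values kept direction and side under other settings, with 31 weaker, 27 stronger and 4 reversed, and 870 of 1014 did so with 1 library left out, with 116 weaker, 6 stronger and 22 reversed. The cause of the changes below was not tested except where it is named. 6 ratios of counts have no value, because the count below the line was 0. All alternatives set in advance were run. No paired analysis was run, as the labels number the libraries throughout and do not say which tissues come from the same mouse.

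In the lungs, the ratios of genes past the threshold in 4T1 against 4T07 over control and over 67NR stayed within 1.5 times 5.11 and 4.68 in the other settings over all genes, and ranged with libraries left out over 3.79 to 8.60 and 3.68 to 7.54. In the spleens, the ratios of the counts against control and against 67NR over that against 4T07 were 5.43 and 5.64 without a count filter and 4.76 to 17.1 and 4.92 to 17.8 with libraries left out, and each stayed above 1. The ratios of the scaffolds also stayed above 1, but they rest on 5 genes below the line and ranged widely. Against control the ratio of 44.4 became 4.53 with DESeq2, 22.9 with its size factors in edgeR, 2.16 without a count filter, 24.2 with at least 10 counts in every sample, 3.71 with only 2 groups in the fit, 15.1 with the length offset, 17.9 without the 100 most counted genes and 2.44 to 250 with libraries left out. Against 67NR it became 6.04 with DESeq2, 3.46 without a filter, 194 with at least 10 counts in every sample, 2.36 with only 2 groups, 16.5 with the length offset and 4.22 to 60.0 with libraries left out; the cause was not tested.

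The scaffold counts depended most on the setting. In 4T1 against 4T07, 222 genes became 699 without a count filter, 26 with only 2 groups in the fit and 32 to 319 over the 6 fits that each left out 1 library. In 4T1 against 67NR, 5 genes became 48 with DESeq2, 202 without a filter, 1 with at least 10 counts in every sample, 11 with only 2 groups, 11 with the length offset and 0 to 8 with libraries left out; without 67NR library 10, 1529 genes had an unadjusted p under 0.05 and none passed. In 4T1 against control, 5 genes became 64 with DESeq2, 10 with its size factors, 323 without a filter, 8 with at least 10 counts in every sample, 12 with the length offset, 12 without the 100 most counted genes and 0 to 32 with libraries left out; without control library 3, 2502 genes had an unadjusted p under 0.05 and none passed. In 67NR against control scaffolds, 0 genes passed and 626 had an unadjusted p under 0.05; 1 passed with DESeq2, 1 with only 2 groups, 42 without a filter and 0 to 5 with libraries left out, with 692 genes at an unadjusted p under 0.05 without control library 1. In 4T07 against 67NR scaffolds, leaving out libraries gave 860 to 1273 genes. The simulated changes were recovered in scaffolds nearly as often as in the other tissues.

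Requiring at least 10 counts in every sample lowered most counts by more than 1.5-fold: in tumors to 802 in 4T1 against 4T07, 1876 in 4T1 against 67NR and 2721 in 4T07 against 67NR; in scaffolds to 738 in 4T07 against 67NR and 965 in 4T07 against control; in lungs to 2645 in 4T1 against 4T07, 451 in 4T1 against 67NR, 459 in 4T1 against control, 3277 in 4T07 against 67NR, 3281 in 4T07 against control and 362 in 67NR against control; and in spleens to 222 in 4T1 against 4T07, 2027 in 4T1 against 67NR, 2087 in 4T1 against control, 1143 in 4T07 against 67NR and 1695 in 4T07 against control. Without a count filter, the spleen counts rose to 767 in 4T1 against 4T07 and 762 in 67NR against control. Among genes restricted to lung, 38 in 4T1 against 4T07, 14 in 4T1 against 67NR, 15 in 4T1 against control, 11 in 4T07 against 67NR, 74 in 4T07 against control and 25 in 67NR against control passed. With libraries left out, the lung counts ran over 682 to 1260 in 4T1 against 67NR, 574 to 1303 in 4T1 against control and 467 to 1330 in 67NR against control, and the spleen counts over 242 to 893 in 4T1 against 4T07 and 57 to 1049 in 67NR against control. The order of 4T1 against 4T07 above 4T1 against control in lungs and below it in spleens held in each of these settings; the cause of the changes was not tested.

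The squared correlation of the tumor fold changes over all genes, 0.646, became 0.610 with DESeq2, 0.0594 with 4T1 as the shared reference, 0.338 with separate 67NR tumors in the ratios and 0.603 to 0.701 with libraries left out. The drop with separate tumors is the test of the shared 67NR tumors as its source: these tumors are consistent with part of the correlation, and the rest was left after they were separated. Over genes past the threshold in both lines it became 0.887 with at least 10 counts in every tumor, 0.762 with separate 67NR tumors and 0.865 to 0.889 with libraries left out. With 4T1 as the shared reference, log2(4T07/4T1) and log2(67NR/4T1) gave 0.0594 over all genes and 0.524 over genes past the threshold in both. These are other ratios, so the 2 values do not test the same correlation. The number of genes lower in 4T07 and higher in 4T1 than in 67NR tumors was 4 with DESeq2 and 4 to 8 with libraries left out. In the 10-gene signature of the scaffolds, separate control scaffolds gave 0.818 and libraries left out 0.920 to 0.952.

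Enrichment depended on the test. With camera, 0 Reactome pathways passed in 4T1 against 67NR tumors (56 with an unadjusted p under 0.05), 4T1 against 4T07 tumors (66), both together (9), scaffolds (41) and spleens (17). In lungs 51 passed, all of them down. The panels that no longer passed with camera had these adjusted p-values: interferon gamma response 0.916 and 0.173 in 4T1 tumors against 67NR and 4T07; G2M checkpoint 0.497, oxidative phosphorylation 0.426 and hypoxia 0.113 in 4T1 against 67NR tumors; angiogenesis 0.173, epithelial mesenchymal transition 0.173, oxidative phosphorylation 0.214 and G2M checkpoint 0.282 in 4T1 against 4T07 tumors; G2M checkpoint 0.509 and oxidative phosphorylation 0.398 in scaffolds; angiogenesis, epithelial mesenchymal transition and interferon gamma response 0.306 each, hypoxia 0.513 and oxidative phosphorylation 0.574 in lungs; and G2M checkpoint 0.536, angiogenesis and oxidative phosphorylation 0.533 each and epithelial mesenchymal transition 0.226 in spleens. In scaffolds, lungs and spleens, the G2M checkpoint panel of the lungs alone passed with camera, at 0.0467. Ranked by the signed square root of the edgeR F, the panels listed with camera had adjusted p-values from 1.95e-19 to 0.0382, apart from interferon gamma response in 4T1 against 67NR tumors at 0.206 and angiogenesis in 4T1 against 4T07 tumors at 0.144. This ranking gave 187 pathways in scaffolds and 110 in spleens. It gave NES of -1.18 for interferon gamma response in 4T1 against 67NR tumors, which no longer passed, and of 1.47 and 1.51 for epithelial mesenchymal transition and hypoxia in scaffolds, which then passed. With libraries left out, NES ran from -1.48 to -1.07 for interferon gamma response in 4T1 against 67NR tumors. In scaffolds they ran from -2.38 to -0.399 for G2M checkpoint, 0.943 to 1.54 for epithelial mesenchymal transition, 0.965 to 1.59 for hypoxia and -1.92 to 0.657 for interferon gamma response, which reversed without 4T07 library 24 or 4T1 library 36. In lungs they ran from 1.09 to 1.47 for hypoxia and -1.66 to -1.25 for oxidative phosphorylation, and in spleens from 1.24 to 1.72 for G2M checkpoint, -1.99 to -1.35 for angiogenesis, 0.917 to 2.05 for oxidative phosphorylation and -1.32 to 0.745 for interferon gamma response, which reversed without 4T1 library 40 or 4T07 library 28. The cause was not tested.

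The correlation of log2(4T1/4T07) between scaffold and lung, 0.245, was 0.337 over genes with a mean of at least 10 counts in both tissues, 0.151 over genes restricted to lung, 0.0699 over these genes without 4T07 scaffold library 22, and 0.0715 to 0.278 with libraries left out. The first value of that range left out library 22 alone, and spleen RNA in that library is a candidate source of part of the correlation. Between scaffold and spleen it was 0.284, 0.122 and 0.105 to 0.196, and between lung and spleen -0.149, -0.00709 and -0.0904 to -0.0386 in the same settings. None of the 3 correlations changed sign. The number of genes whose difference depended on the tissue was 254 with DESeq2 for scaffold and spleen, and with libraries left out 21 to 121 for scaffold and spleen and 3268 to 5313 for scaffold and lung.

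Of the 9 signature genes, DESeq2 called 4 in 4T1 against 67NR scaffolds and 5 in 4T1 against control scaffolds over all genes, where edgeR called 2 in each. With libraries left out, the numbers in scaffolds were 1 to 4 against 4T07, 0 to 1 against 67NR and 0 to 2 against control over all genes and 5 to 9 against 67NR over the 9 genes, those in lungs 3 to 5 against control over all genes, and those in spleens 1 to 2 against 4T07. The exact p of the AUC in scaffolds, on which the genes had been selected, 0.0545, fell to 0.0136 with the centroid taken without the sample ranked and to 0.0273 on log2 values. The share of random sets within 1 SD in scaffolds rose to 0.0599 with distances over pairs for both, and was under 0.05 in the 5 other alternatives. The signature distances kept to the spread of replicates in all settings, over 3.95 to 4.39 in scaffolds, 3.82 to 4.25 in lungs and 4.03 to 4.86 in spleens with libraries left out.

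Among single genes, Ndufs1 in 4T1 against control lungs had a log2 fold change of -0.0104 with DESeq2 and -0.0106 with its size factors, and with at least 10 counts in every sample Pja2 had -0.0575 in 4T1 against 67NR spleens and Dhx9 -0.0775 in 4T1 against control spleens, each opposite in sign to the value without these alternatives. Signs also changed with libraries left out for genes near 0. In scaffolds, Ndufs1 ran over -0.0223 to 0.0624 against 4T07 and -0.10 to 0.0112 against control. In lungs, the ranges were -0.23 to 0.00734 for Dusp12 against 4T07, -0.27 to 0.00796 for Fhl1, -0.0203 to 0.15 for Ndufs1 and -0.12 to 0.0369 for Pja2 against 67NR, and -0.0858 to 0.00454 for Dusp12 and -0.0880 to 0.0459 for Ndufs1 against control. In spleens, they were -0.12 to 0.0670 for Ndufs1 against 4T07, -0.19 to 0.00396 for Ndufs1 and -6.7e-04 to 0.10 for Pja2 against 67NR, and -0.14 to 0.30 for Dhx9 and -0.45 to 0.11 for Soga1 against control; the cause was not tested.

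Depth limits the genes near the floor of 3 counts, for which folds are lower bounds, and the genes with 10 or fewer counts over a tissue, which were not tested. With the counts of each tissue thinned to its lowest total, every count of genes past the threshold stayed within 1.5 times its value.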

Differences from the paper's values

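No test of a cause was made in this part, and the disagreements with the paper's statements at its end were collected after the results were seen. An alternative is said to close a gap when its value differs from the paper's by no more than the larger of the SD here and the paper's error, or, for counts, ratios and shares, by no more than 1.5 times. For r² the SD is that of the values with 1 tumor left out, and for shares of random sets that of the same alternative over its 100 repetitions. Over the genes past the threshold in both 4T07 and 4T1 against 67NR tumors, r² was 0.873 against the paper's 0.857. With single tumors left out it ran from 0.865 to 0.889. Of the alternatives set before the data were examined, only leaving out the 4T07 tumor of library 33 closed the gap by this rule (0.865), and it stayed above the paper's value. The difference stayed with DESeq2 (0.875), with at least 10 counts in every tumor (0.887), with each of the other tumors left out and with separate 67NR tumors (0.762). It stayed as well with 4T1 as the reference (0.524), which compares other ratios.

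Lower in 4T07 and higher in 4T1 than in 67NR tumors were 8 genes against the paper's 4. Of the alternatives set before the data were examined, DESeq2, the paper's tool, gave 4 genes and closed the gap, and within 1.5 times of that number were also the counts without library 19 (4 genes), 20 (5), 21 (6), 31 (4), 43 (5) or 44 (4). Leaving out library 32 (7 genes), 33 (7) or 45 (8) did not close the gap.

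The number of genes past the threshold in 4T1 against 4T07 scaffolds was 44.4 times that in 4T1 against control scaffolds, against the paper's 4.3. Of the alternatives set before the data were examined, DESeq2 (4.53), a fit of only 2 groups (3.71), and leaving out control library 2 (5.44) or 4T07 library 22 (5.37), 23 (6.40) or 24 (4.75) closed the gap. DESeq2 size factors in edgeR (22.9), no count filter (2.16), at least 10 counts in every sample (24.2) and leaving out control library 1 (250), 67NR library 10, 11 or 12 (43.8, 33.5 and 29.4) or 4T1 library 34, 35 or 36 (63.8, 80.0 and 2.44) did not. Without control library 3 the ratio has no value.

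Relative to 4T1 against 67NR scaffolds, the same number was 44.4 times as large, against the paper's 6.4. DESeq2 (6.04) and leaving out 4T07 library 22 (8.87) or 23 (6.40) closed the gap, among the alternatives set before the data were examined. DESeq2 size factors in edgeR (45.8), no count filter (3.46), at least 10 counts in every sample (194), a fit of only 2 groups (2.36), and leaving out control library 2 or 3 (24.9 and 29.5), 4T07 library 24 (4.22) or 4T1 library 35 or 36 (60.0 and 9.75) did not.

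In scaffolds, the share of random sets within 1 SD of the signature was 0.00189 against the paper's 0.005 ± 0.002 (SD). Of the alternatives set before the data were examined, random genes with at least 10 counts in every sample gave 0.00653 and closed the gap. Centroid distances for both (0.00239), distances over pairs for both (0.0599), the condition of no overlap, which the paper's methods state for this share and the code of its supplement leaves out (0.00114), log2 values (9.1e-04) and random genes matched on mean count (0.00965) did not.

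In lungs, the share of random sets at least as far apart as the signature was 8.6e-04 against the paper's 0.0031, with an SD of 0.0018 in the paper. Of the alternatives set before the data were examined, distances over pairs for both (0.00234), random genes matched on mean count (0.00495, by its own SD of 0.00220 and not by the paper's) and random genes with at least 10 counts in every sample (0.00356) closed the gap, while centroid distances for both (0.00124), the condition of no overlap (8.5e-04) and log2 values (6.4e-04) did not. In spleens, this share was 0.00604 against the paper's 0.0254, with an SD of 0.0050 in the paper. Centroid distances for both (0.0311), distances over pairs for both (0.0202) and random genes with at least 10 counts in every sample (0.0318) closed the gap, among the alternatives set before the data were examined, and random genes matched on mean count (0.0425), the condition of no overlap (0.00564) and log2 values (0.00670) did not.

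The paper states that the dendrogram of the primary tumors left 4T07 and 4T1 mixed. Here the tumors of each line formed a branch of their own, in the clustering and its 3 alternatives. The paper lists Csn1s1 among the genes with opposite directions in the tumors. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment its adjusted p in 4T1 against 67NR tumors was 0.0933. DESeq2, edgeR without a count filter and edgeR with only 2 groups in the fit called it. The paper states that the plot of the spleens left 4T07 and 4T1 undivided. Here every 4T1 spleen lay nearer to the 4T1 centroid (at most 1.91) than any 4T07 spleen (at least 2.44), in every setting of the distance. With the centroid taken without the spleen that was ranked, the AUC was 0.926, so that the groups were not fully divided.

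The paper states that most hallmark processes it considers were raised in 4T1 against 4T07 scaffolds. With the panels used here, epithelial mesenchymal transition, hypoxia and angiogenesis had adjusted p-values of 0.169, 0.190 and 0.445. The first 2 passed when genes were ranked by the signed square root of the edgeR F (both 0.0466) and without 4T07 library 23 (0.0297 and 0.0327), and hypoxia passed without 4T1 library 35 (0.0680) or 4T07 library 24 (0.0887). Over the alternatives of these panels the adjusted p-values ran from 0.0297 to 0.646 for epithelial mesenchymal transition, 0.0327 to 0.646 for hypoxia and 0.209 to 0.744 for angiogenesis. The paper describes interferon-related signaling as raised in 4T07 samples. In scaffolds the interferon gamma response panel had an NES of -1.08 in 4T1 against 4T07 (adjusted p = 0.371). The panel passed without 4T1 library 35 (NES -1.92) or 4T07 library 22 (NES -1.56). It changed sign without 4T07 library 24 (NES 0.657) or 4T1 library 36 (NES 0.576). In 4T1 against 67NR tumors, where the paper describes this response as lowered, the Reactome pathway Interferon gamma signaling had an NES of 0.774, while the panel passed (NES -1.39).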

Other observations

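No test in this part was chosen after its own result was seen, but the gene counts that the regroupings address and the correlation of fold changes with transcript length had been seen when those tests were written.

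With 3 samples against 3 there are 10 splits, so no comparison can give a share under 0.1, and the real split cannot be told apart from a fortunate one by this count. In tumors, lungs and spleens, 1 of the 10 splits gave as many genes past the threshold in each comparison of 2 groups, the real one. The most that another split gave was 0 genes in the 3 comparisons of tumors, 5 in lungs (67NR against control) and 3 in spleens (4T07 against control). In scaffolds, 1 of 10 splits gave as many genes in each comparison except 67NR against control, where no gene passed in the real split, 10 of 10 splits gave as many, and another split gave 25 genes. Another split of the 4T1 and 4T07 scaffolds gave 127 genes, against 222 in the real one. For Reactome pathways, as many passed in 1 of 10 splits in 4T1 against 4T07 tumors and lungs, 4 of 10 in 4T1 against 67NR tumors, 5 of 10 in 4T1 against 4T07 spleens and 6 of 10 in 4T1 against 4T07 scaffolds. The median of the other splits was 66 pathways in scaffolds, equal to the count of the real split.

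For a set of 9 genes selected anew, selection among all genes may account for much of the distance between the 4T1 scaffolds and the others. When 9 genes were selected for each of 100 choices of 3 of the 12 scaffolds, drawn from 220, 11 choices gave a distance at least as large as the 6.11 of the genes selected for the 4T1 scaffolds, the real choice included. The other choices had a median of 5.90 and ranged from 5.56 to 6.33. All 100 selected sets divided the chosen scaffolds from the others. For the set selected anew, the separation cannot be told apart from selection. The paper's signature shares 1 gene with it and had a distance of 4.05, smaller than that of every selected set, so its own separation was not tested in this way.

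Log2(67NR/control) rose with transcript length, with a Spearman's rho of 0.170 in scaffolds, 0.229 in lungs and 0.230 in spleens. Single libraries set against the others of their group had a median absolute rho of 0.0835 in scaffolds, 0.176 in lungs and 0.0861 in spleens, each smaller than the correlation in the same tissue, so the spread between libraries is unlikely to explain it in full. The trend was not particular to this comparison: over the 21 comparisons of 2 groups in the 4 tissues rho ran from -0.313 to 0.282, with -0.313 and -0.305 in 4T1 and 4T07 against 67NR spleens, 0.282 in 4T07 against 67NR tumors and 0.242 in 4T07 against control scaffolds. In lungs, however, single libraries reached 0.272. No biological explanation was tested, and the length was taken from an annotation of another build than the authors may have used.

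Mean levels of the marker panels of cell types were compared in 336 exact permutation tests. The smallest p that 3 samples against 3 can give is 0.1, and after Benjamini-Hochberg adjustment the lowest value was 0.209, so these tests could not call any panel, however large its change.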
